# Oncostatin M Reduces Pathological Neovascularization in the Retina Through Müller Cell Activation

**DOI:** 10.1167/iovs.65.1.22

**Published:** 2024-01-08

**Authors:** Julian Rapp, Alban Hospach, Paula Liang, Melanie Schwämmle, Lisa Renz, Hansjürgen Agostini, Günther Schlunck, Felicitas Bucher

**Keywords:** OSM, OIR, neovascularization, retina, glia

## Abstract

**Purpose:**

Continuous vision loss due to vasoproliferative eye disease still represents an unsolved issue despite anti-vascular endothelial growth factor (VEGF) therapy. The impact of signal transducer and activator of transcription 3 (STAT3) signaling on retinal angiogenesis and its potential use as a therapeutic target remain controversial. In vitro, oncostatin M (OSM), as a strong STAT3 activator, possesses robust proangiogenic activity. This study investigated to what extent the proangiogenic effects of OSM translate to the in vivo setting of vasoproliferative eye disease.

**Methods:**

The in vitro effect of OSM on endothelial cells was investigated in the spheroid sprouting assay and through RNA sequencing. The mouse model for oxygen-induced retinopathy (OIR) was used to evaluate the impact of OSM in vivo. Signaling patterns were measured by western blot and retinal cryosections. Primary Müller cell cultures were used to evaluate the effect of OSM on the Müller cell secretome. Murine retinal vascular endothelial cells were isolated from OIR retinas using fluorescence-activated cell sorting (FACS) and were used for RNA sequencing.

**Results:**

Although OSM induced pro-angiogenic responses in vitro, in the OIR model intravitreal injection of OSM reduced retinal neovascularization by 65.2% and vaso-obliteration by 45.5% in Müller cells. Injecting OSM into the vitreous activated the STAT3 signaling pathway in multiple retinal cell types, including Müller cells. In vitro, OSM treatment increased CXCL10 secretion. RNA sequencing of sorted vascular endothelial cells at OIR P17 following OSM treatment indicated downregulation of angiogenesis- and mitosis-associated genes.

**Conclusions:**

In vivo, OSM reveals a beneficial angiomodulatory effect by activating Müller cells and changing their secretome. The data highlight contradictions between cytokine-induced effects in vitro and in vivo depending on the cell types mediating the effect.

Major causes of vision loss in the developed world are vasoproliferative eye diseases such as diabetic retinopathy (DR) or neovascular age-related macular degeneration (nAMD).^1^ A milestone in treating these diseases was the establishment of intravitreal injections of antibodies against the vascular endothelial growth factor (VEGF).^2^^,^^3^ Nevertheless, non-responders and long-term disease progression under anti-VEGF therapy still represent major limitations.^4^^–^^6^ Other rare forms of retinal eye diseases with secondary vascular alterations do not have approved treatment options as is the case for macular telangiectasia 1 or 2.^7^ New therapeutic concepts therefore seem necessary to further decrease the risk of vision loss in those patients.

Both DR and nAMD are partly driven by an inflammatory microenvironment that ultimately adds to the development of retinal neovascularization.^8^^–^^10^ Modulating the inflammatory microenvironment through cytokines or cytokine-targeting antibodies to beneficially impact the retinal vascular phenotype represents a novel therapeutic approach. Antibodies targeting interleukin 6 (IL-6) are currently being evaluated in clinical trials for the treatment of uveitic macular edema and are discussed for their therapeutic potential in macular edema due to retinal neovascular disease.^11^

The IL-6 cytokine family represents a heterogeneous class of inflammatory and pleiotropic cytokines including IL-6, IL-11, IL-27, leukemia inhibitory factor (LIF), cardiotrophin-1 (CT-1), cardiotrophin-like cytokine (CLC), ciliary neurotrophic factor (CNTF), and oncostatin M (OSM), which share similar receptor complexes and the signal transducer and activator of transcription 3 (STAT3) signaling pathway as a common intracellular signaling pattern.^12^ In our previous work, we reported a strong angiomodulatory effect of CNTF-induced STAT3 signaling in various mouse models of vasoproliferative eye diseases which was based on a direct anti-angiogenic effect on vascular endothelial cells as well as an indirect, Müller cell–mediated effect.^13^^,^^14^

OSM represents another well-characterized member of the IL-6 cytokine family. In contrast to CNTF, it is known for its strong pro-angiogenic effects on vascular endothelial cells despite sharing crucial receptor and signaling components including gp130 and STAT3.^15^^–^^17^ Our own in vitro studies revealed that OSM and CNTF induced similar transcriptomic changes in vascular endothelial cells, but only OSM strongly enhanced their metabolic activity to fuel endothelial cell proliferation, migration, and sprouting.^17^ In humans, OSM binds to a heterodimeric signaling complex of gp130 and OSM receptor-beta (OSMRβ) or leukemia inhibiting factor receptor (LIFR),^18^ whereas for mice murine OSM only signals through its specific receptor and not LIFR.^19^ Next to the STAT family, particularly STAT3 but also STAT1 and STAT5, OSM activates the ERK and AKT cascades.^20^^,^^21^

OSM has repeatedly been linked to cancer progression and pathological angiogenesis outside the eye.^22^^,^^23^ In the eye, the expression pattern of OSMR has not yet been fully characterized. OSM receptor was reported to be expressed by photoreceptors, and treatment with OSM led to regeneration of rods and cones.^24^ However, its impact on retinal angiogenesis and retinal vasoproliferative disease remains unclear. Based on the pro-angiogenic effects of OSM on vascular endothelial cells in vitro, we wanted to evaluate whether the pro-angiogenic effect of OSM translates into in vivo settings and fuels the development of neovascularization in retinal disease.

In this study, we detected a beneficial angiomodulatory effect of OSM after its intravitreal injection in the oxygen-induced retinopathy (OIR) model. OSM induced STAT3 signaling in multiple retinal cell types, including Müller cells and vascular endothelial cells. In vitro experiments suggest that OSM altered the Müller cell secretome. RNA sequencing on isolated retinal vascular endothelial cells from OIR P17 mice portrayed the transcriptomic shift in these cells as a result of OSM treatment at P12. These new insights emphasize the importance of Müller cells in the context of vasoproliferative eye disease, which can result in substantial disparities between the effects of angiogenic agents in vitro and in vivo.

## Methods

### HUVEC Cell Culture

Human umbilical vein endothelial cells (HUVECS, #C2519A; Lonza, Basel, Switzerland) were grown in EBM-2 Endothelial Cell Growth Basal Medium-2 (EGM-2, #CC-3162; Lonza). HUVECs of the third passage dissolved in 80% EGM/10% fetal bovine serum (FBS, #S0615; Biochrom, Berlin, Germany) and 10% dimethyl sulfoxide (#472301; Sigma-Aldrich, St. Louis, MO, USA) were frozen in liquid nitrogen for storage. For all experiments, only HUVECs of passage 6 were used. RNA and protein samples were generated by seeding 150,000 HUVECs in six-well plates in EGM and incubating them overnight. On the next day, cells were stimulated by 100 ng/mL OSM (#300-100; PeproTech, Cranbury, NJ, USA) plus 25 ng/mL VEGF (#100-20; PeproTech) or just 25 ng/mL VEGF in EBM-2 Endothelial Cell Growth Basal Medium-2 (#CC-3156; Lonza) supplemented with 2% FBS (#FBS. S 0615; Bio&SELL, Feucht, Germany) for 24 hours. Cells were lysed in 700 µL ice-cold QIAzol (#79306; QIAGEN, Hilden, Germany) incubated for 5 minutes while proteins were collected by lysing cells in ice-cold 150 µL T-PER Tissue Protein Extraction Reagent (#78510; Thermo Fisher Scientific, Waltham, MA, USA) supplemented by 1:100 protease inhibitors (#78420; Thermo Fisher Scientific) and 1:100 phosphatase inhibitor (#87786; Thermo Fisher Scientific). Protein samples were centrifuged at 12.000 relative centrifugal force (RCF), and the supernatant was used for downstream applications.

### HRMVEC Cell Culture

Human microvascular endothelial cells (HRMVECs, #ACBRI 181; Cell Systems, Kirkland, WA, USA) were grown in HRMVEC medium (#PB-MH-100-4090; PELOBiotech, Planegg, Germany) supplemented with 10% FBS. For all experiments only HRMVECs of passage 9 were used. For RNA harvest, 75,000 cells were seeded in in 12-well plates and incubated overnight. Cytokines for stimulation were diluted in HRMVEC medium without any supplement but 6% FBS, and cells were stimulated for 24 hours. The same cytokine concentrations as in HUVEC cell culture were used, and downstream analysis was performed as described for HUVECs.

### Primary Müller Cell Culture

Isolation of murine Müller cells for in vitro experiments followed established techniques.^14^^,^^25^ A papain dissociation system (#LK003150; Worthington Biochemical Corporation, Lakewood, NJ, USA) was used to digest whole retinas of P11 C57BL/6J mice free of the retinal degeneration 1 (RD1) mutation and RD8 mutation that were provided by Charles River Laboratories (Wilmington, MA, USA). Primary Müller cells were grown in Neurobasal-A medium (#10888022; Thermo Fisher Scientific), N-2 Supplement (#17502048; Thermo Fisher Scientific), 10% FBS, 2-mM l-glutamine (#25030-081; Thermo Fisher Scientific), and Merck penicillin/streptomycin (#P4333; Sigma-Aldrich) containing 100 ng/mL epidermal growth factor (#PHG0311; Thermo Fisher Scientific). After expansion including two passages, the medium was changed to a differentiation medium containing Neurobasal-A medium, 1% FBS, N-2 Supplement, 2-mM l-glutamine, penicillin/streptomycin, and 50× B-27 Supplement (#17504044; Thermo Fisher Scientific) for 7 days. Cells were stimulated with 100 ng/mL murine OSM (#495-MO-025; R&D Systems, Minneapolis, MN, USA) in differentiation media for 15 minutes and lysed by T-PER Tissue Protein Extraction Reagent including 1:100 protease inhibitor and 1:100 phosphatase inhibitor. Müller cell supernatant was generated by stimulating cells with 100 ng/mL OSM or PBS control in differentiation media, changing the medium after 15 minutes and collecting the medium after 72 hours of conditioning. Supernatant was evaluated for protein expression by the Proteome Profiler Mouse Angiogenesis Array Kit (#ARY015; R&D Systems). All targets of the profiler and their respective coordinates can be found in Supplementary Table S1. Statistical analysis was run on three biological replicates. Figures show representative images of profiler membranes. The other two samples can be found in Supplementary Figure S5.

### Spheroid Sprouting Assay

The spheroid sprouting assay was performed as previously published.^17^ In brief, HUVECs in EGM-2 supplemented with 0.25% carboxymethylcellulose (#M0512; Sigma-Aldrich) formed hanging drops overnight. Spheroids were seeded in a three-dimensional collagen matrix consisting of 50% rat tail collagen (#354236; Corning, Corning, NY, USA), 48% EBM containing 0.25% carboxymethylcellulose, and 2% FBS. The final matrix was buffered by adding 0.035% 1-M HEPES buffer (#P05-01100; PAN-Biotech, Aidenbach. Germany) of the final volume and stimulated by 25-ng/mL VEGF or 100-ng/mL OSM together with 25-ng/mL VEGF. On the next day, phase-contrast images of all spheroids were taken with an inverse microscope (ZEISS Axiovert A1; Carl Zeiss Microscopy, Jena, Germany). The measuring tool of ImageJ Fiji was used to determine sprout lengths. The relative sprouting length (RSL) was calculated as the average of the cumulative sprouting length per spheroid normalized to the control groups.

### Animal Models

The previously published mouse model of oxygen-induced retinopathy (OIR)^26^ using C57BL/6J mice provided by Charles River Laboratories or ALDH1L1-GFP^+^ transgenic mice (The Jackson Laboratory, Bar Harbor, ME, USA), both free of RD1 and RD8 mutations, were used for in vivo experiments. All animals were treated in adherence to the ARVO Statement for the Use of Animals in Ophthalmic and Vision research, and all experimental setups were reviewed and approved by the local animal welfare committee (G20/44, G22/53). Intravitreal injections of 0.5 µL of 100-ng/µL OSM (#495-MO-025; R&D Systems) or PBS (#14190-094; Thermo Fisher Scientific) were conducted at postnatal day 12 (P12) using a sharp 33.5-gauge Hamilton syringe after eyelids were carefully opened with blunt forceps. The contralateral eyes were used for PBS control injections.

#### Whole Retina Protein Lysates for Signaling Analysis

Whole retinas were lysed in 120 µL T-PER Tissue Protein Extraction Reagent per retina supplemented by protease inhibitors and phosphatase inhibitors centrifuged at 12,000 RCF, and supernatant was used for downstream applications.

#### Retinal Flatmounts

Eyes were fixed in 4% paraformaldehyde (PFA) for 40 minutes at 4°C. Retinal wholemounts were dissected and stained in 1:200 Griffonia Simplicifolia Lectin 1 (GSL 1) Isolectin B4 (#FL-1201-.5; Vector Laboratories, Newark, CA, USA) overnight at 4°C. Stained retinas were flattened by four cuts to create a cloverleaf shape and mounted on slides in mounting medium (#S302380-2; Agilent Technologies, Santa Clara, CA, USA). Slides were imaged with a NanoZoomer S60 Digital slide scanner (#C13210-04; Hamamatsu Photonics, Shizuoka, Japan). The areas of neovascularization (NV) and vaso-obliteration (VO) in relation to the total flatmount area were quantified according to established protocols.^27^

#### Retinal Cryosections for Immunohistochemistry

Eyes were fixed for 1 hour in 2% PFA at 4°C followed by a 24-hour incubation period at 4°C in 20% sucrose (#4621.1; Carl Roth, Karlsruhe, Germany). Samples were embedded and frozen in O.C.T (#4583; Sakura Finetek, Torrance, CA, USA). Then, 10-µm sections were fixed in ice-cold Merck acetone (#32201; Sigma-Aldrich) for 10 minutes, permeabilized in 0.3% Triton X-100 (#T8787, Sigma-Aldrich) for 20 minutes, and blocked in 10% normal goat serum (#JAC-005-000-121; Jackson ImmunoResearch, West Grove, PA, USA) in PBS for 1 hour. Sections were stained overnight at 4°C, followed by respective fluorophore-tagged secondary antibodies at room temperature for 1 hour. All antibodies and their dilutions can be found in Supplementary Table S2. Staining was finalized by a 20-minute treatment with 1:200 Griffonia (Bandeiraea) Simplicifolia Lectin I (#RL-1102-2; Vector Laboratories) and 1:1000 4′,6-diamidino-2-phenylindole (DAPI, #MBD0015; Sigma-Aldrich) 10-minute incubation. A TCS SP8 confocal microscope (Leica, Wetzlar, Germany) and LASX 3.5.7 software were used to generate high-quality representative images.

### Western Blot

Protein lysates were diluted in Laemmli Buffer (#1610747; Bio-Rad Laboratories, Hercules, CA, USA) and mercaptoethanol (#M3148; Sigma-Aldrich) at a 0.75/0.225/0.025 ratio and transferred to a Immobilon-P PVDF Membrane (#IPVH00010; EMD Millipore, Burlington, MA, USA) after gel electrophoresis. After 30-minute blocking of membranes with 3% bovine serum albumin, primary antibodies were incubated overnight. Respective secondary antibodies were incubated for 1 hour at room temperature. All antibodies and their dilutions can be found in Supplementary Table S2. A Fusion FX system (Vilber, Collégien, France) visualized bands by enhanced chemiluminescence (#RPN2232; GE Healthcare, Chicago, IL, USA). For semiquantitative analysis, the gel analyzer platform of ImageJ Fiji was used, and readouts were normalized to the respective GAPDH controls. Statistical analyses were always run on three biological replicates from three independent experiments. Figures show representative images of western blots. Uncut blots can be found in Supplementary Figure S5.

### Reverse Transcription–Polymerase Chain Reaction and Quantitative Polymerase Chain Reaction

RNA was extracted by following the miRNAeasy Mini Kit (#217004; QIAGEN), and reverse transcription was conducted using the SuperScript IV Reverse Transcriptase (#18090-010; Thermo Fisher Scientific) on a C1000 Touch Thermal Cycler (#1851197; Bio-Rad Laboratories). Polymerase chain reaction (PCR) and gel electrophoresis were conducted with a master mix consisting of 15 µL nuclease-free water (#129117; QIAGEN), 5 µL reaction buffer (#M7918; Promega, Madison, WI, USA), 0.4 µL deoxynucleotide triphosphate (dNTP, #R0192; Thermo Fisher Scientific), 0.1 µL GoTaq DNA Polymerase (#M7408; Promega), 5 µM of the specific primer, and 2 µL cDNA. All primers can be found in Supplementary Table S3. The C1000 Touch Thermal Cycler ran the PCR, and products were analyzed on a 2% agarose gel by visualizing bands with GelRed (1:100, #41003; VWR, Radnor, PA, USA). The GeneRuler 50 bp DNA Ladder (#SM0373; Thermo Fisher Scientific) helped to determine product sizes. For quantitative PCR (qPCR), instructions for a SYBR Green kit (#RR420A; Takara Bio, Shiga, Japan) were followed, and a LightCycler 480 (Roche Diagnostics, Indianapolis, IN, USA) measured data. All primers can be found in Supplementary Table S3. Data were analyzed using the 2^−ΔΔCq^ method.^28^

### Isolation of Retinal Vascular Endothelial Cells From Whole Retinas

Murine retinal vascular endothelial cells were isolated by applying a modified version of published protocols.^29^^,^^30^ At P17, two retinas of one mouse were pooled per sample, and a single cell suspension was obtained by digestion (45 minutes at 37°C) in 0.75 mL Hanks’ Balanced Salt Solution (#14025092; Thermo Fisher Scientific) containing 1.6 mg/mL Liberase DL (#5466202001; Roche Diagnostics) and 0.1 mg/ml DNase (#10104159001; Roche Diagnostics). Clumps were removed by passing the suspension through a 50-µm cell strainer (#04-004-2327; Sysmex, Kobe, Japan). Dead cells were labeled by 5-minute DAPI (1:10,000) staining. Following a 20-minutes Fc block by CD16/CD32 antibodies (#553141; Becton Dickinson, Franklin Lakes, NJ, USA), cells were stained with CD31 (#12-0211-82; Thermo Fisher Scientific) and CD45 monoclonal antibody (#56-0451-82; Thermo Fisher Scientific) for 20 minutes at 4°C. All antibodies and their dilutions can be found in Supplementary Table S2. Retinal vascular endothelial cells were defined in the sorting process by omitting clumps and debris by side scatter area (SSC-A)/forward scatter area (FSC-A) gating, excluding doublets by a SSC-width (W)/FSC-W gate and DAPI^+^ dead cells while sorting CD31^+^/CD45^–^ events from this population. Cells were sorted in 100 µL RNAprotect (76526; QIAGEN) by a MoFlo Astrios cell sorter (Beckman Coulter, Brea, CA, USA)

### RNA Sequencing

The Center of Excellence for Fluorescent Bioanalytics (University of Regensburg, Regensburg, Germany; www.kfb-regensburg.de) conducted RNA extraction followed by library preparation and sequencing. The RNA of in vivo samples was isolated according to the RNeasy Plus Micro Kit (74034; QIAGEN). Using 500 pg total RNA, the SMARTer Ultra Low Input RNA Kit for Sequencing v4 (#634893; Takara Bio) including polyA priming was used to generate first-strand cDNA, which was amplified by long-distance (LD) PCR (12 cycles) and purified via magnetic bead clean-up. Libraries were prepared according to the Nextera XT DNA Library Prep Kit (#FC-131-1024; Illumina, San Diego, CA, USA). Equimolar amounts of each library were sequenced on an Illumina NextSeq 2000 instrument controlled by NextSeq 2000 Control Software (NCS) 1.2.0.36376, using one 50-cycle P3 Flow Cell with the dual-index, single-read (SR) run parameter. The RNA Integrity Numbers (RIN), the targeted sequencing depth, and sequencing depth for all samples can be found in Supplementary Tables S4 and S5.

### Bioinformatics

In vitro data were accessed from Gene Expression Omnibus under GSE198484.^17^ Raw FASTQ files were uploaded to Galaxy.eu (https://usegalaxy.eu)^31^ and checked for quality using FASTQC (Galaxy Version 0.72). Due to very good quality of reads, no further preprocessing was necessary. The data were aligned to the murine (GRCm39) or human (GRCh38) reference genome provided by GENCODE (www.gencodegenes.org, downloaded September 2021) by the STAR aligner (Galaxy Version 2.7.8a).^32^ Aligned reads were assigned to genes by featureCounts (Galaxy Version 2.0.1)^33^ using the gene annotations from GENCODE (downloaded September 2021). Standard settings were applied for all steps. Counts were further analyzed in R 4.0.2 (R Foundation for Statistical Computing, Vienna, Austria) by the DESeq2 package^34^ including a correction for batch effects using the removeBatchEffect function from the limma R package.^35^ Differentially expressed genes (DEGs) were defined by *P*_adj_ < 0.05. Ensembl 101 IDs were matched to Mouse Genome Informatics (MGI) gene symbols and the equivalent HUGO Gene Nomenclature Committee (HGNC) symbols using biomaRt for R^36^ for in vivo samples. Gene Ontology (GO) term enrichment analysis was performed using the clusterProfiler package for R.^37^ For gene set enrichment analysis (GSEA), genes with a mean count > 10 were ranked according to their log_2_ fold change after using established log_2_ fold change shrinkage methods of the DESeq2 package in normal settings. The fgsea package^38^ calculated enriched gene sets, which were downloaded from MsigDB (http://www.gsea-msigdb.org/gsea/msigdb) in April 2021. The packages ggplot2^39^ and ComplexHeatmaps^40^ supported visualization.

### Statistics

If not otherwise stated, a Mann–Whitney test was used for assessing statistical significance. *P* < 0.05 was considered significant and is indicated by an asterisk; otherwise, **P < 0.01, ***P < 0.001, and ****P < 0.0001. Graphs visualize the means and error bars the standard error of the mean (SEM) if not stated otherwise. The dataset generated in this study can be found on Gene Expression Omnibus (GSE227350).

## Results

### OSM Induces Angiogenesis In Vitro and Elicits an Inflammatory Transcriptomic Response in Vascular Endothelial Cells

In our previous work, we observed that OSM, in contrast to CNTF, has a strong pro-angiogenic effect on vascular endothelial cells in in vitro angiogenesis assays despite sharing STAT3 as common intracellular signaling pathway.^17^ We also showed that the anti-angiogenic effect of CNTF translated into in vivo mouse models of vasoproliferative eye diseases by activating Müller cells.^13^^,^^14^ In the current study, we focused on OSM to evaluate whether its direct pro-angiogenic impact on vascular endothelial cells in vitro would translate in an in vivo setting as well. Alternatively, we sought to determine if OSM might elicit a different response following the pattern of CNTF in vivo.

In a first step, we used the spheroid sprouting assays as functional angiogenesis assays and confirmed that OSM enhanced VEGF-induced sprouting by 62% on average (Fig. 1A). On a transcriptomic level, HUVECs co-stimulated with OSM and VEGF showed a clear shift in the transcriptome compared to cells exposed to VEGF alone, represented by a good separation in principal component analysis (PCA) (Supplementary Fig. S1A). In total, 1707 genes were considered upregulated by the OSM+VEGF treatment, and 1622 were downregulated (Fig. 1B); 1950 DEGs had an absolute log_2_ fold change > 1. All DEGs, including their log_2_ fold changes and adjusted *P* values can be found in Supplementary File S1. Using a GO term enrichment analysis for biological processes to screen for patterns in the transcriptomic changes, various inflammation-associated GO terms were enriched significantly for the OSM+VEGF-treated samples, as indicated by “inflammatory response” (GO:0006954) ranking among the top five most enriched terms (Fig. 1C). Prominent downregulated terms were “cell morphogenesis,” “actin filament-based process” (GO:0030029), and “actin cytoskeleton organization” (GO:0030036) (Fig 1C). More details on the DEGs linked to this enrichment analysis can be found in Supplementary Tables S6 and S7. Surprisingly, the GO term “angiogenesis” (GO:0001525) was also depleted in response to OSM treatment in GSEA (Supplementary Fig. S1B). As OSM is known to signal through the STAT3 and ERK pathway,^17^ we then investigated whether a gene signature of these pathways could be observed in the RNA sequencing dataset. In GSEA, the hallmark STAT3 gene set showed pronounced enrichment for OSM+VEGF-treated samples (Supplementary Fig. S1C), with high expression of typical STAT3 downstream targets in the leading-edge genes such as *SOCS3* (Supplementary Fig. S1D). In contrast, the ERK signaling pathway and its downstream targets were not significantly enriched in the OSM+VEGF group represented by a GSEA for “ERK1 and ERK2 cascade” (GO:0070371), stressing the importance of STAT3 in the signaling process (Supplementary Fig. S1E). To further validate these data, we performed qPCR with selected DEGs which are also known STAT3 targets. *SOCS3* and *LIPG*, which were defined in the RNA sequencing as DEGs, were also significantly altered in their expression level in classic qPCR (Supplemental Fig. S1F), giving us confidence in the gathered data and the role of STAT3 in OSM signal transduction. qPCR data for the same targets in HRMVECs revealed similar tendencies, suggesting that observed changes in gene expression also translate to microvascular endothelial cell types (Supplementary Fig. S1F).

**Figure 1.**
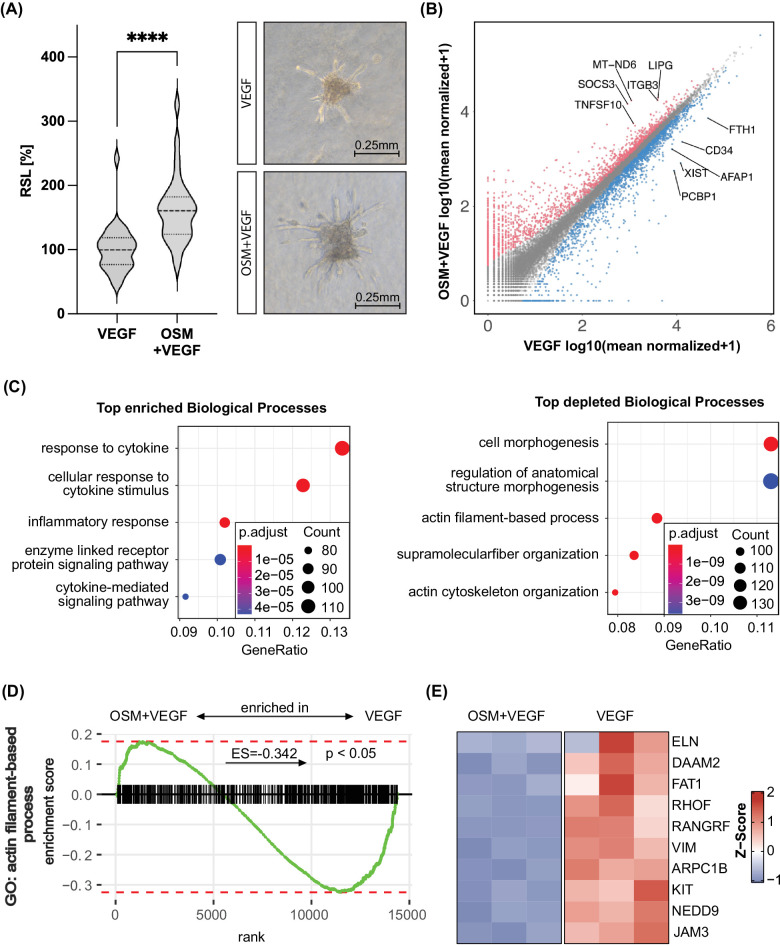
OSM exerted a pro-angiogenic and pro-inflammatory influence on endothelial cells. (**A**) Violin plot of the RSL in the spheroid sprouting assays of HUVECs stimulated for 18 hours by OSM+VEGF or VEGF. Medians are visualized by *dashed lines* and quartiles by *dotted lines*. The data incorporate the data from three independent experiments with 8 to 12 spheroids each. (**B**) Scatterplot of total counts in the RNA sequencing data of HUVECs stimulated by OSM+VEGF or VEGF for 24 hours. Genes considered to be DEGs and upregulated are indicated in *red*, and downregulated DEGs are *blue*. The highest five expressed DEGs with an absolute log_2_ fold change > 2 in each category are labeled. (**C**) GO term enrichment analysis for biological processes using DEGs between OSM+VEGF- and VEGF-stimulated HUVECs for 24 hours. Enrichment refers to enhanced expression in OSM+VEGF-treated samples and depletion to reduced expression in OSM+VEGF samples. Visualized are the five most enriched GO terms according to their respective adjusted *P* values; they are ranked according to their share of the total number of DEGs (GeneRatio). (**D**) GSEA of RNA sequencing data for the GO term “actin filament-based process” (GO:0030029). A positive enrichment score refers to enrichment of the specific set for OSM+VEGF-incubated HUVECs in contrast to cells just stimulated by VEGF. (**E**) Heatmap of the first 10 leading-edge genes of the GSEA from (**D**) using the *Z*-score.

As “actin cytoskeleton organization” (GO:0030036) and other cytoskeleton-related GO terms were depleted in the analysis, we further explored the impact of OSM on this important biological process for angiogenesis. GSEA further confirmed the ability of OSM to act on the actin filament system on a transcriptomic level, as a significant depletion was noted for “actin filament-based process” (GO:0030029; enrichment score, –0.342) (Fig. 1D). A heatmap visualizing the 10 leading genes of this GSEA showed good clustering over biological replicates and therefore small variability (Fig 1E). Many prominent genes were directly linked to actin cytoskeleton organization, such as *FAT1*,^41^ and were highly downregulated in response to OSM treatment (Fig. 1E).

In summary, our data confirm the proangiogenic effect of OSM on vascular endothelial cells in vitro*.* Furthermore, RNA sequencing data indicated a link between OSM and inflammatory processes, as well as changes in the actin cytoskeleton transduced by STAT3 signaling.

### OSM Limits Neovascularization and Vaso-Obliteration in the OIR Model

Based on our observations in vitro, we next wanted to investigate whether the proangiogenic effect of OSM on vascular endothelial cells would translate in vivo in the context of a hypoxia-driven retinal disease model. In the mouse model of OIR, pups received intravitreal injections of 50 pg OSM or PBS as control at OIR P12, the beginning of the hypoxic phase that elicits VEGF-driven angiogenesis (Fig. 2A). OSM significantly reduced the amount of pathological NV present at OIR P17 to 34.8% of the amount measured in PBS-treated controls (Fig. 2B). The area of VO was also significantly reduced by OSM treatment to 54.5% compared to PBS-treated eyes (Fig. 2B). These data suggest that OSM is capable of modifying angiogenesis by limiting development of aberrant vessels and enhancing revascularization in vivo despite its well-known pro-angiogenic effect on vascular endothelial cells in vitro*.*^42^

**Figure 2.**
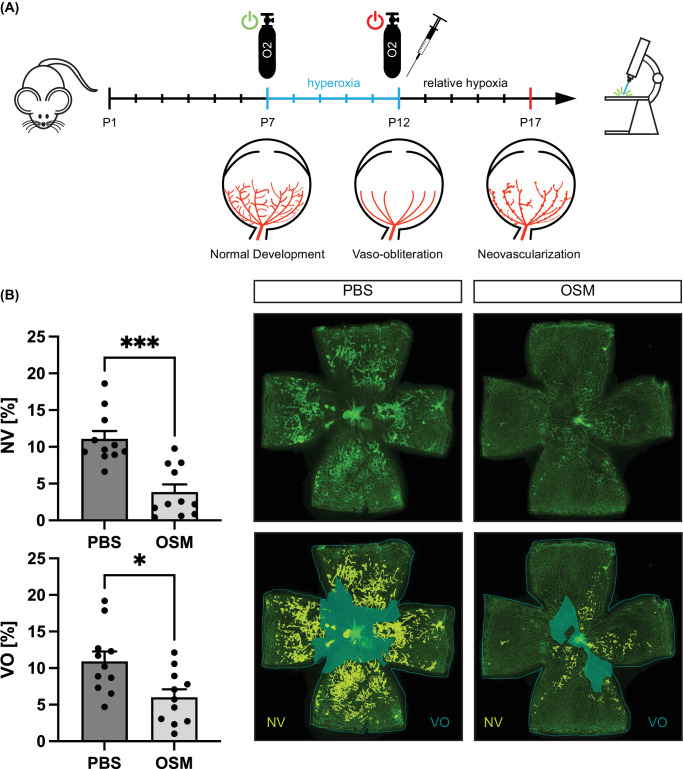
OSM injection reduced the area of neovascularization and vaso-obliteration in the OIR model. (**A**) Graphical visualization of the OIR setup. P7 pups were exposed to 75% oxygen until P12. OSM or PBS control injections were conducted at the end of oxygen treatment. Eyes were collected at P17 and stained for immunohistochemistry. (**B**) Quantification of NV and VO in OIR P17 mice following OSM or PBS control treatment. *N* = 11 mice per condition from three independent OIR experiments.

### OSM Activates Müller Cells

To elucidate the mechanism behind the angiomodulative effect of OSM in vivo we next aimed to identify general signaling patterns in the retina. For that purpose, retinal samples were collected 12 and 24 hours after injection for western blot analysis to characterize OSM-dependent signaling. Western blot analysis of whole retinal lysates revealed OSM-dependent activation of the STAT3 signaling pathway characterized by increased phosphorylated STAT3 (pSTAT3) levels at 12 hours after injection; however, these levels decreased rapidly 24 hours after injection (Fig. 3A). Analysis for OSM-induced activation of ERK represented by phosphorylated ERK (pERK) did not support significant activation at 12 hours or 24 hours after injection (Fig. 3A). Considering the early and pronounced increase in pSTAT3 signaling, we next employed immunohistochemistry on retinal cross-sections 12 hours after OSM treatment to localize pSTAT3. Using transgenic mice that express green fluorescent protein (GFP) linked to ALDH1L1, a Müller glia cell marker,^43^ we identified prominent pSTAT3 signal in the inner nuclear layer (INL), where nuclei of Müller cells are located, as well as in the ganglion cell layer (GCL), were ganglion cell nuclei, and isolectin positive vascular structures (Fig. 3B). The pSTAT3 signal in the INL aligned with the GFP signal of the ALDH1L1-GFP^+^ transgenic mice, which was also vastly enhanced after OSM injection compared to PBS-injected mice, suggesting upregulation of ALDH1L1 due to treatment. The enhanced pSTAT3 signal in the INL was reproduced in two different, non-transgenic mice (Supplementary Fig. S2A). Immunohistochemistry of non-transgenic mice revealed further enhanced glial fibrillar acidic protein (GFAP) due to OSM injection spanning from the INL to the GCL, which correlates with the typical spatial distribution of GFAP expression in activated Müller cells (Fig. 3C).^44^^,^^45^ We reproduced the staining with two different mice (Supplementary Fig. S2B) and further confirmed significantly elevated GFAP levels due to OSM by western blot in whole retina cell lysate 12 hours after OSM injection (Fig. 3D). In total, these data highlight the responsiveness of Müller cells in the OIR model to OSM injection.

**Figure 3.**
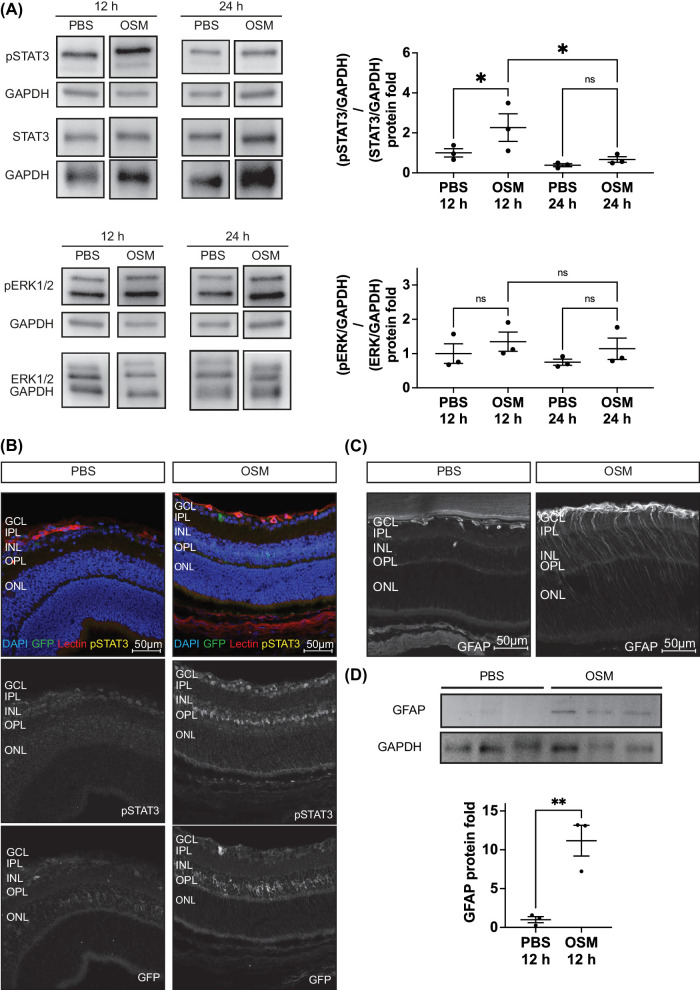
Müller cells were activated in response to OSM treatment. (**A**) Western blot analysis of whole retina lysates for pSTAT3 and pERK 12 and 24 hours after injection of OSM or PBS control. Representative blots are shown. *N* = 3 biological replicates out of three independent OIR experiments. A one-way ANOVA adjusted for multiple testing was used for statistical analysis. (**B**) Representative images of retinal cryosections 12 hours after intravitreal injection with OSM or PBS control at OIR P12 using ALDH1L1-GFP^+^ transgenic mice. The GCL, inner plexiform layer (IPL), inner nuclear layer (INL), outer plexiform layer (OPL), and outer nuclear layer (ONL) are highlighted. (**C**) Representative images of retinal cryosections of non-transgenic mice 12 hours after intravitreal injection with OSM or PBS control at OIR P12. (**D**) Western blot analysis of murine whole retina lysates for GFAP 12 hours after OSM or PBS injection at OIR P12. *N* = 3 biological replicates (three mice). A two-tailed *t*-test was used for statistical analysis.

### In Vitro, Müller Cells Respond to OSM Treatment With Changes in Their Secretome

To better understand how Müller cells process OSM signaling, a primary Müller cell culture model was established. RT-PCR analysis confirmed that murine primary Müller cells express the receptor components gp130, LIFR, and OSMR necessary for OSM-induced signaling (Fig. 4A). Stimulating primary Müller cells in vitro with OSM resulted in a clear pSTAT3 signal compared to controls (Fig. 4B), analogous to the in vivo situation. As secreted cytokines might be important mediators in Müller glia and vascular endothelial cell interactions, we next analyzed the supernatant of primary Müller cells after short stimulation with OSM or PBS control for changes in the cytokine composition using a proteome profiler (Fig. 4C). Interestingly, the antiangiogenic cytokine CXCL10^14^ was significantly increased in the supernatant of OSM-stimulated Müller cells (Fig. 4C). Taken together, these data indicate that Müller cells in vitro and in vivo are highly responsive to OSM activating the STAT3 signaling pathway, which in turn alters their secretome.

**Figure 4.**
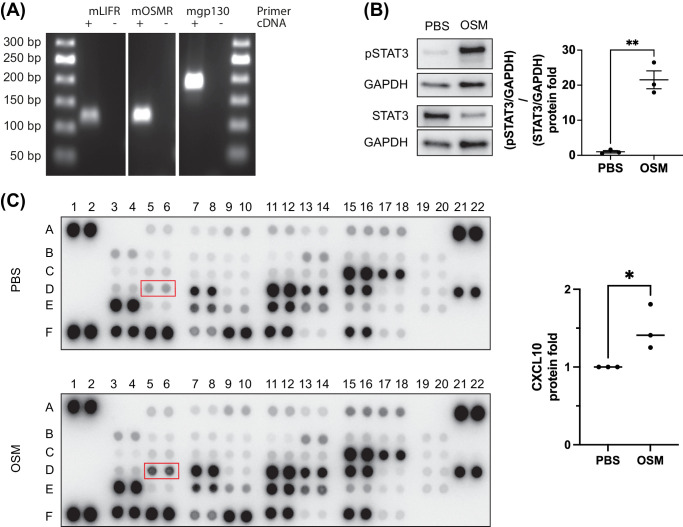
Müller glia cells responded to OSM stimulation in vitro via STAT3 activation. (**A**) RT-PCR analysis of RNA from primary Müller cells. (**B**) Western blot analysis of Müller cell lysates for pSTAT3 and STAT3 15 minutes after stimulation with OSM or PBS control. Representative images are shown; statistical analysis was performed on three independent biological replicates. A two-tailed *t*-test was used for statistical analysis. (**C**) Analysis of secreted protein in Müller cell conditioned media 72 hours after treatment with OSM or PBS for 15 minutes using the Proteome Profiler Mouse Angiogenesis Array Kit. Representative images are shown; statistical analysis for CxCl10 was performed on three independent biological replicates. A two-tailed *t*-test was used for statistical analysis.

### Retinal Vascular Endothelial Cells Can Be Enriched From OIR Retinas Using Fluorescence-Activated Cell Sorting

We next aimed to characterize the changes in the transcriptomic profiles of retinal vascular endothelial cells as a result of OSM treatment. Because immunhistochemical stainings for pSTAT3 (Fig. 3B) revealed that multiple retinal cell types, including Müller cells and vascular endothelial cells, respond to OSM early on, we chose OIR P17, the time point of maximum NV, to capture the overall OSM-induced changes in vascular endothelial cells resulting from direct and indirect Müller cell–mediated effects on vascular endothelial cells. At OIR P17, retinal vascular endothelial cells were isolated by fluorescence-activated cell sorting (FACS) for RNA sequencing (Fig. 5A). 

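In the OIR model, mouse pups are kept in high oxygen and then returned to room air, and pathological vessels grow into the hypoxic retina. RNA from the sorted cells of 11 mice was sequenced, 5 injected with OSM and 6 injected with PBS. Injections were given at P12 and cells were collected at P17. The paper's methods and the sample labels give 0.5 µL at 100 ng/µL, a dose of 50 ng, whereas its results text gives 50 pg. Both retinas of 1 mouse were pooled into 1 sample, so each sample is 1 mouse. The paper's methods state that contralateral eyes received PBS as a control, and do not state whether both eyes of a sequenced mouse received the same treatment. A sample from a mouse with OSM in 1 eye and PBS in the other holds cells of both treatments. The sample labels give 1 treatment per mouse, which was used here. The mice came from 3 litters, and each litter was used in 1 OIR experiment. Litters 1 and 2 each gave 2 OSM-treated and 2 PBS-treated samples, and litter 3 gave 1 OSM-treated and 2 PBS-treated samples. OSM was given to mice 1, 2, 5, 6 and 9, and PBS to mice 3, 4, 7, 8, 10 and 11. The cDNA was primed on poly(A) tails, amplified by PCR and sequenced as single reads without molecular identifiers, so copies of 1 cDNA molecule were counted as separate reads. The authors aligned the reads to GRCm39, assigned them to GENCODE genes with featureCounts at standard settings and deposited raw counts per gene and mouse. At these settings, reads that map to several places or overlap several genes are left out, so genes with near-identical copies lose reads. The reads counted on genes numbered 28471487 to 56033479 in the OSM-treated samples (median 35268570) and 26697990 to 35151928 in the PBS-treated samples (median 32175603). Between 16635 and 20898 genes had at least 1 read in a mouse. Unless another test is named, both groups were compared with edgeR's quasi-likelihood test, with litter and treatment as terms, TMM normalization and Benjamini-Hochberg adjustment over the 17050 genes that passed edgeR's filter on low counts. Normalized counts were scaled by TMM to the mean library size, and a positive log2 fold change means a higher level in OSM-treated samples.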

On average, 2411 vascular endothelial cells could be isolated from two pooled retinas applying the following gating strategy: FSC-A/SSC-A roughly excluded debris and lager clumps. Gating on single cells by FSC-W/SSC-W, as well as excluding dead cells based on a negative DAPI stain and CD45^+^ cells, resulted in 82.1% of all events. From this, 0.14% of cells were CD31^+^ and therefore defined and isolated as a retinal vascular endothelial cell population (Fig. 5B). Transcriptomic analysis of these samples showed enrichment of specific vascular endothelial cell markers, including CD31, CD34, and von Willebrand factor (VWF) in comparison to housekeeping genes (e.g., *GAPDH*) and photoreceptor markers (e.g., *rhodopsin*) (Fig. 5C), giving us confidence in our isolation protocol for vascular endothelial cells. 

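Pecam1, which encodes CD31 (ENSMUSG00000020717, chromosome 11 of GRCm39, 106543689 to 106641454), had 45357 ± 9046 normalized counts (SD, n = 11 mice). Cd34 (ENSMUSG00000016494, chromosome 1, 194621029 to 194647172) had 74894 ± 5998 normalized counts (SD, n = 11), and Vwf (ENSMUSG00000001930, chromosome 6, 125523737 to 125663642) had 86046 ± 19097 (SD, n = 11). The level of Gapdh (ENSMUSG00000057666, chromosome 6, 125135289 to 125143518) was 24363 ± 3534 normalized counts (SD, n = 11). All 3 endothelial genes were above Gapdh in normalized counts in 11 of 11 mice. These counts were not corrected for transcript length, so comparisons with Gapdh, here and below, are of reads and not of numbers of transcripts. Their log2 ratios to Gapdh in the same mouse were 0.88 ± 0.47 for Pecam1, 1.63 ± 0.28 for Cd34 and 1.80 ± 0.50 for Vwf (SD, n = 11). Ptprc, which encodes CD45 (ENSMUSG00000026395, chromosome 1, 137990599 to 138103446), had reads in 5 of 11 mice and a mean of 3.45 ± 8.50 normalized counts (SD, n = 11). PBS-treated mouse 3 held 22 of its reads, and without this mouse the mean was 0.953.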

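The receptor subunit gp130 is encoded by Il6st (ENSMUSG00000021756, chromosome 13, 112600604 to 112646620), which had 4944 ± 1153 normalized counts (SD, n = 11 mice). Osmr (ENSMUSG00000022146, chromosome 15, 6843053 to 6904450) had 1406 ± 643 normalized counts (SD, n = 11), with a range of 450 to 2214. Lifr (ENSMUSG00000054263, chromosome 15, 7120095 to 7226970) had 1411 ± 548 (SD, n = 11), with a range of 439 to 2140. Cntfr (ENSMUSG00000028444, chromosome 4, 41657498 to 41697089) had 18.3 ± 10.9 normalized counts (SD, n = 11), from 5 to 70 reads per mouse, and was detected in all 11 mice. Its highest level, 42.6 normalized counts, was in OSM-treated mouse 9, and the other OSM-treated samples had at most 18.5. The mean log2 ratio to Gapdh was -2.33 ± 0.52 for Il6st, -4.28 ± 0.97 for Osmr, -4.23 ± 0.80 for Lifr and -10.49 ± 0.79 for Cntfr (SD, n = 11). Osmr was lower in OSM-treated samples in all 3 litters, with a log2 fold change of -0.79 (SE 0.27, adjusted p = 0.955). The log2 fold changes of the other receptor genes were 0.12 (SE 0.17) for Il6st, -0.19 (SE 0.36) for Lifr and 0.50 (SE 1.03) for Cntfr.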

Interestingly, the data revealed that the sorted cells indeed expressed gp130, OSMR, and LIFR, but not CNTFR (Supplementary Fig. S3).

**Figure 5.**
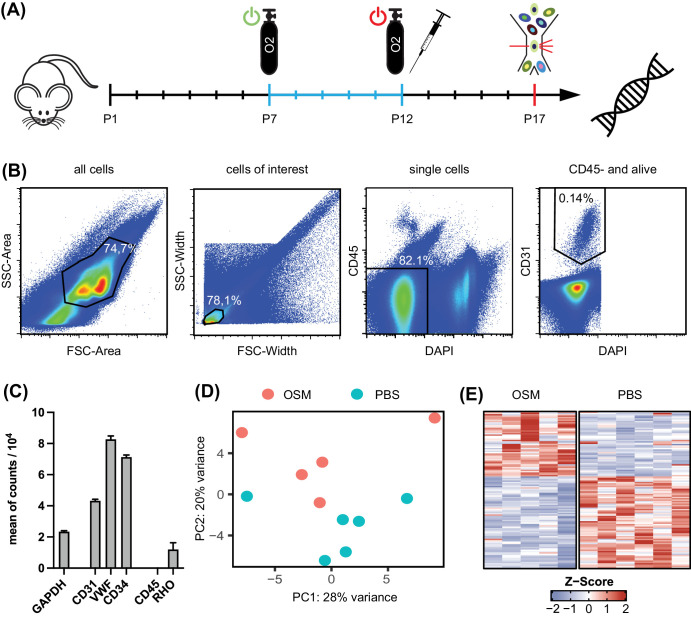
Retinal vascular endothelial cells from mice at OIR P17 can be enriched by FACS and subsequently employed for RNA sequencing. (**A**) Graphical visualization of the experimental setup to isolate retinal vascular endothelial cells from OIR mice following OSM treatment to generate samples of sorted vascular endothelial cells for RNA sequencing analysis. At OIR P17, retina samples were digested, stained, and sorted for CD34^+^/CD45^−^ vascular endothelial cells. (**B)** Representative gating strategy for sorting retinal vascular endothelial cells. (**C**) Bar graphs visualizing the enriched expression of specific vascular endothelial cell marker according to the sequencing data. For reference, GAPDH and CD45 are also shown. Data are representative of all 11 samples. (**D**) PCA of vascular endothelial cell samples visualizing the variance in their whole transcriptome. In total, six PBS-treated samples and five OSM-treated samples were analyzed, originating from three independent OIR experiments. (**E**) Heatmap of all 116 DEGs with >25 reads on average using the *Z*-score.

### RNA Sequencing Revealed Longlasting Anti-Angiogenic and Antiproliferative Changes in the Expression Profile of Vascular Endothelial Cells 5 Days After OSM Treatment

PCA was used to visualize the variance between OSM-treated samples at P12 and control groups, as well as biological replicates. 

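PCA was computed on the 500 most variable genes after variance stabilization with DESeq2 and removal of the litter effect with limma's removeBatchEffect, with treatment kept in the model. PC1 held 29.0% of the variance of these genes, PC2 20.7% and PC3 13.9%. The mean PC2 score was 2.17 ± 1.57 (SD, n = 5) in OSM-treated samples and -1.81 ± 1.90 (SD, n = 6) in PBS-treated samples. This difference of 3.98 was tested over all splits of the 11 mice into groups of 5 and 6 (exact permutation test, two-sided, p = 0.00649, adjusted p = 0.0195 over the 3 components tested). The litter effect was removed once, with the real groups, and not again for each split. Of the 5 OSM-treated samples, 4 scored above every PBS-treated sample. The groups differed by 0.39 along PC1 (exact permutation test, p = 0.855). Without the removal of the litter effect, the difference along PC2 was 2.89 (exact permutation test, p = 0.115). With log2 CPM in place of variance-stabilized counts, and only genes that passed edgeR's filter, it was 10.5 with a wider spread between mice (exact permutation test, p = 0.504). In that fit the groups differed more along PC1 (20.4, exact permutation test, p = 0.216) and PC3 (22.5, exact permutation test, p = 0.117). The difference along PC2 was 1.29 without mouse 5 (exact permutation test, p = 0.500) and 2.95 without mouse 9 (exact permutation test, p = 0.138). Both are OSM-treated samples. In these fits the groups differed more along PC1, by 4.35 without mouse 5 (exact permutation test, p = 0.0524) and 4.60 without mouse 9 (exact permutation test, p = 0.0571). Over all genes that pass filterByExpr, in place of the 500 most variable, the difference along PC2 was 7.95 (exact permutation test, p = 0.0108).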

Despite considerable variance, a difference was seen as represented by the second principal component (PC2) (Fig. 5D). We identified 173 DEGs, and 123 DEGs had an absolute log_2_ fold change > 1. 

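No gene had an adjusted p under 0.05 among the 17050 genes tested with edgeR (0 genes), and 846 genes (4.96%) had an unadjusted p under 0.05. The lowest adjusted p, 0.920, belonged to Nol8 (ENSMUSG00000021392, chromosome 13, 49806544 to 49833171), a gene picked out after its values were seen. Its normalized counts were 347 ± 110 (SD, n = 5) in OSM-treated samples and 906 ± 111 (SD, n = 6) in PBS-treated samples, a log2 fold change of -1.42 (SE 0.23), and it was lower in all 3 litters. DESeq2's Wald test with litter and treatment as terms called Nol8, with the lowest adjusted p of that test (2.48e-13). Without a filter on low counts, edgeR called 65 of 28940 genes. DESeq2's Wald test with the same terms and no filter on low counts called 168 genes, of which 122 had an absolute log2 fold change above 1 and 152 are in the paper's Supplementary File S2. This file holds 173 rows, 10 of which repeat the gene of another row. Of its distinct genes, 122 passed edgeR's filter. All 122 changed in the paper's direction, 110 of them had an unadjusted p under 0.05, and 107 had an adjusted p under 0.05 when adjusted over the list alone. The list was chosen on these samples, so neither the shared direction nor any of these counts is independent evidence. An absolute log2 fold change above 15 is listed for 42 of the distinct genes, of which 40 had reads in 1 mouse and 2 had reads in 2 mice. The other 121 genes had reads in at least 4 mice, and 71 of them had reads in all 11 mice.

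**Figure D1:**
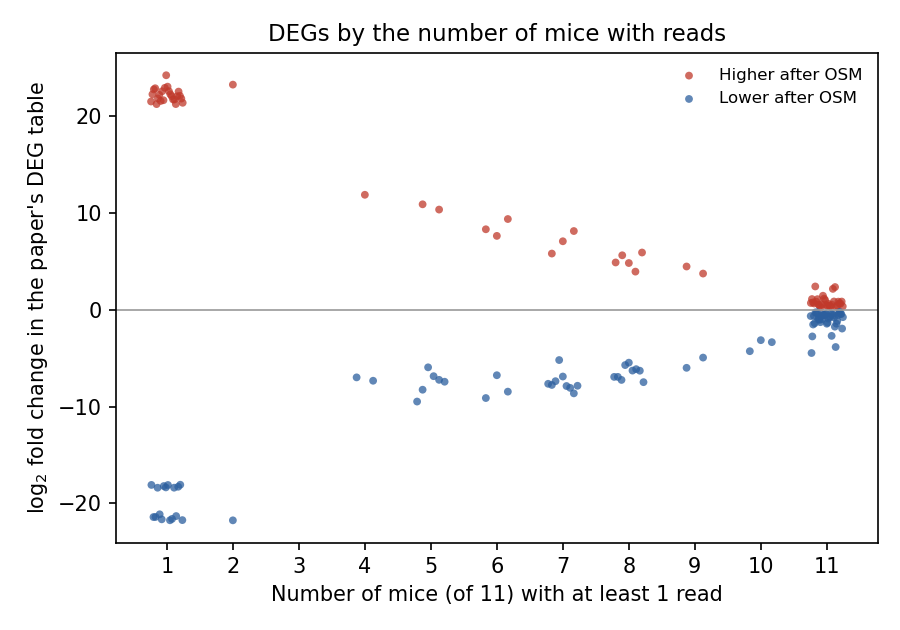
The log2 fold change of each distinct gene of Supplementary File S2, as the paper gives it (vertical axis), against the number of the 11 mice with at least 1 read of that gene (horizontal axis, points spread sideways for visibility). Each point is 1 gene, red if higher and blue if lower after OSM. The 42 genes beyond 15 in either direction had reads in 1 or 2 mice.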

We found that 74 genes were upregulated in the OSM-injected samples, and 99 were downregulated. 

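DESeq2's Wald test with litter and treatment as terms called 74 genes higher and 94 lower in OSM-treated samples at an independent filtering level of 0.05. At the package's default level of 0.1, seen before the level was set, 65 of the genes called were higher and the rest lower. When litter was left out of this model, it called 23 higher and 65 lower. The 65 genes called by edgeR without a filter on low counts were 26 higher and 39 lower. Among the 846 genes with an unadjusted p under 0.05 in the filtered edgeR test, 384 were higher and the rest lower. Once repeats are removed, Supplementary File S2 lists 71 genes as higher and 92 as lower. Of the 42 genes with an absolute log2 fold change above 15, 25 are listed as higher.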

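A mean above 25 normalized counts over the 11 mice was reached by 116 of the 173 rows of Supplementary File S2, which are 113 distinct genes, with DESeq2's normalization of the deposited counts. Of the 168 genes called by DESeq2's Wald test, 107 reached this mean. With the test restricted to the genes that passed edgeR's filter, an alternative chosen after the data were seen, DESeq2 called 62 genes, of which 61 reached it. All 62 are in Supplementary File S2.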

All DEGs with at least 25 counts were visualized in a heatmap (Fig. 5E); all DEGs with their respective log_2_ fold changes and adjusted *P* values can be found in Supplementary File S2.

To gain an overview over the biological processes in vascular endothelial cells that are mainly affected by OSM injection, we used GSEA to screen through all gene sets of biological processes of the GO term database. 

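The leading-edge genes that Supplementary Tables 8 and 9 list were looked up by symbol and tested as lists with limma's camera at a preset inter-gene correlation of 0.01. The paper chose these lists on the same samples, so they are not independent evidence. For the response to type I interferon, all 24 listed genes were found. Their median log2 fold change was 0.55, and 23 of 24 were higher in OSM-treated samples (camera, adjusted p = 2.38e-12 over the 10 lists of the paper). None of the 24 was called over all genes tested (0 genes). An unadjusted p under 0.05 was reached by 12, and 4 were called when adjusted over the list alone. Without 1 mouse at a time, the median stayed between 0.43 and 0.66. Of the genes listed for the mitotic cell cycle, 169 were found. All 169 were lower in OSM-treated samples, with a median of -0.49 (camera, adjusted p = 8.91e-30). None of them was called over all genes tested or adjusted over the list alone (0 genes), and 39 had an unadjusted p under 0.05. The calls for the 10 lists held under fry and under an estimated correlation, except that for translation elongation (adjusted p = 0.134 from camera with estimated correlation). A list of 20 interferon-stimulated genes written beforehand, 13 of which are also in the paper's lists, had a median log2 fold change of 0.80, and 20 of 20 were higher (camera, adjusted p = 3.83e-14 over 10 marker lists). It was past the threshold under fry (adjusted p = 0.0313) but not under an estimated correlation (adjusted p = 0.0627 from camera). When adjusted over the list alone, 13 of the 20 were called, and over all genes tested 0 were. The median of this list was between 0.52 and 0.85 without 1 mouse at a time. The mouse Reactome set of interferon alpha/beta signaling, with 12 genes tested, had a median of 0.083 with 8 genes higher. It did not pass the threshold (camera, adjusted p = 0.191).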

Looking at the five most significantly enriched or depleted gene sets according to the adjusted *P* values in GSEA, we detected an enriched “response of type 1 interferon” (GO:0034340) with a normalized enrichment score (NES) of 2.08 in the OSM group, a score that is often associated with antiangiogenic effects,^46^ and a depletion of genes related to the activity of the “mitotic cell cycle” (GO:0000278), which corresponds to reduced endothelial cell proliferation in OSM-treated samples (Fig. 6A). Also, many GO terms required for mitosis and therefore cell proliferation such as “chromosome organization” (GO:0051276) or “actin filament-based process” (GO:0030029) were also depleted in OSM-treated samples (Fig 6A). 

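The following lists of leading-edge genes were also chosen by the paper on the same samples and are not independent evidence. The list for chromosome organization included 256 that were tested, and all 256 were lower in OSM-treated samples, with a median log2 fold change of -0.39 (camera, adjusted p = 7.84e-28). For the actin filament-based process, all 156 genes tested were lower, with a median of -0.38 (camera, adjusted p = 1.44e-23). For cytoskeleton organization, 276 of 277 genes were lower, with a median of -0.37 (camera, adjusted p = 1.06e-25). An unadjusted p under 0.05 was reached by 37, 34 and 44 genes of these lists, in the same order. No gene was called over all genes tested or adjusted over the list alone (0 genes). A list of 26 proliferation markers written beforehand, 21 of which are also in the paper's lists, had a median of -0.36 with 23 of 26 lower (camera, adjusted p = 3.94e-06). This call held under an estimated correlation (adjusted p = 0.0380 from camera) and under fry (adjusted p = 0.0122), and no single marker was called (0 of 26 adjusted over the list alone).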

All details, including the leading-edge genes, can be found in Supplementary Tables S8 and S9.

**Figure 6.**
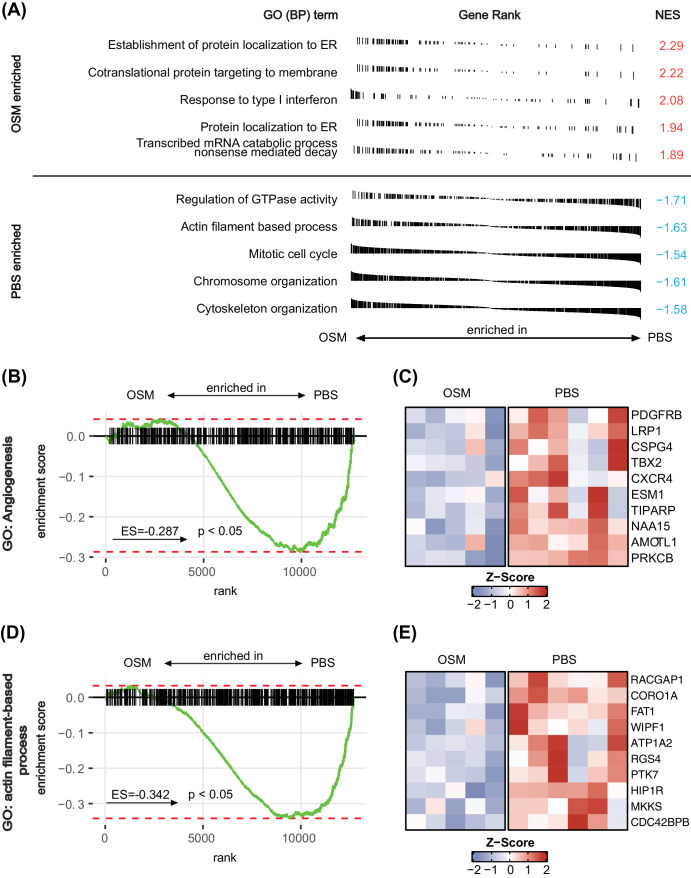
Detailed analysis of the transcriptomic differences in retinal vascular endothelial cells of OSM- versus PBS-treated eyes. (**A**) Summary of GSEA results of the five most enriched biological processes according to GO terms sorted by their adjusted *P* values. A positive NES indicates enrichment in the OSM-treated group, whereas negative scores indicate enrichment in PBS-treated samples. (**B**) GSEA for the GO term “angiogenesis” (GO:0001525) using shrunken log_2_ fold changes for ordering genes. A positive enrichment score indicates enrichment in OSM-treated samples. (**C**) Heatmap of 10 leading-edge genes of the GSEA from the GO term “angiogenesis” (GO:0001525) visualizing their expression in OSM-treated samples in comparison to PBS-treated samples using the *Z*-score. (**D**) GSEA for the GO term “actin filament-based process” (GO:0030029) using shrunken log_2_ fold changes for ordering genes. A positive enrichment score indicates enrichment in OSM samples. (**E**) Heatmap of 10 leading-edge genes of the GSEA from the GO term “actin filament-based process” (GO:0030029) visualizing their expression in OSM-treated samples in comparison to PBS-treated samples using the *Z*-score.

Because angiogenesis-associated genes play an important role in retinal vasoproliferative disease, we specifically checked for the GO term :angiogenesis: (GO:0001525) in GSEA and saw significant enrichment represented by an enrichment factor of –0.287 (Fig. 6B). 

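Of the genes behind this score, the 10 leading-edge genes shown in Fig. 6C were available by name: Pdgfrb, Lrp1, Cspg4, Tbx2, Cxcr4, Esm1, Tiparp, Naa15, Amotl1 and Prkcb. All 10 were lower in OSM-treated samples, with log2 fold changes from -2.68 to -0.49 and a median of -0.81 (camera, adjusted p = 3.06e-10). An unadjusted p under 0.05 was reached by 8 of them. None was called over all genes tested (0 genes), and 7 were called when adjusted over the list alone, which was picked on these samples. Among the other genes, Esm1 had a log2 fold change of -1.21, Tbx2 of -1.05, Cspg4 of -0.92, Tiparp of -0.71 and Cxcr4 of -0.61. The median stayed between -0.97 and -0.70 without 1 mouse at a time.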

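Pdgfrb encodes the receptor for platelet-derived growth factor B (ENSMUSG00000024620, chromosome 18, 61178212 to 61218133). It had 2653 ± 376 normalized counts (SD, n = 5) in OSM-treated samples and 4157 ± 1540 (SD, n = 6) in PBS-treated samples, a log2 fold change of -0.55 (SE 0.24, adjusted p = 0.955). Within litters, the log2 difference was -0.68 in litter 1, 0.04 in litter 2 and -1.09 in litter 3. Pdgfrb and Cspg4 are also marker genes of mural cells, and with the level of other mural markers as a covariate the log2 fold change of Pdgfrb went from -0.55 to -0.26 and the mean of both genes from -0.73 to -0.44. Lrp1, which encodes an endocytic receptor (ENSMUSG00000040249, chromosome 10, 127374012 to 127457017), had 231 ± 214 normalized counts (SD, n = 5) after OSM and 1051 ± 498 (SD, n = 6) after PBS. Its log2 fold change was -2.06 (SE 0.80, adjusted p = 0.955), with 15 to 1666 reads per mouse, and it was lower in all 3 litters. Without a filter on low counts, Lrp1 was called by edgeR (adjusted p = 4.87e-04), and its adjusted p over the alternatives ranged up to 1. DESeq2's Wald test called neither gene (adjusted p = 0.518 for Pdgfrb and 0.221 for Lrp1).

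**Figure D2:**
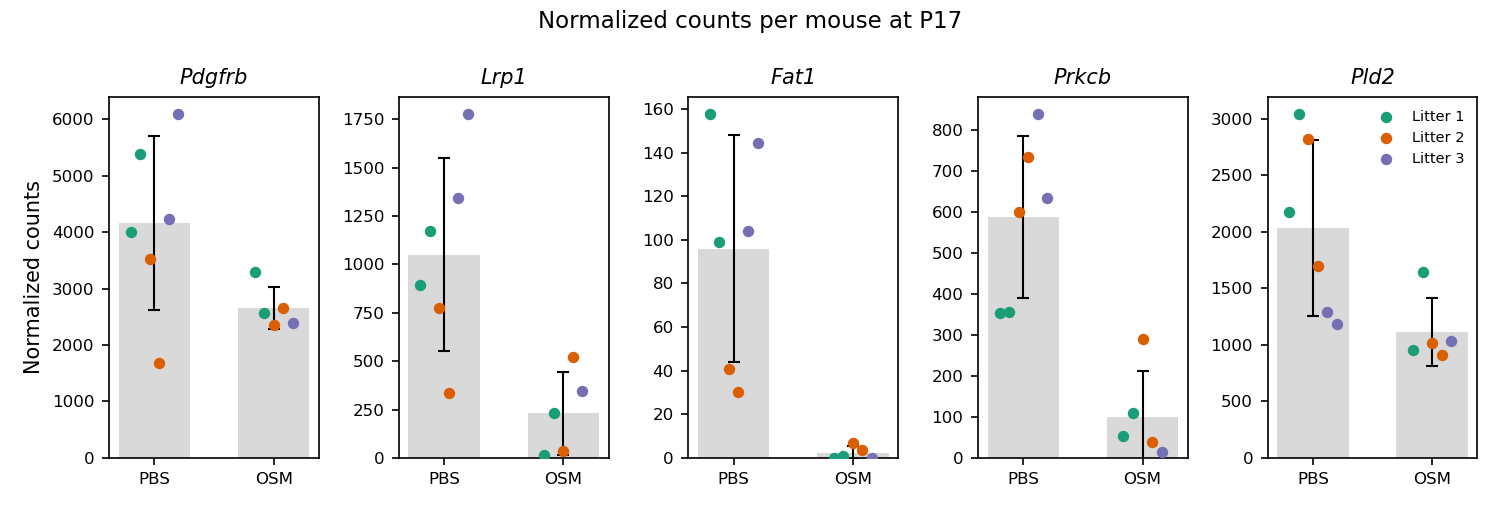
Normalized counts of Pdgfrb, Lrp1, Fat1, Prkcb and Pld2 at P17 in PBS-treated (n = 6) and OSM-treated (n = 5) samples. Bars show the mean, error bars the SD, and each point is 1 mouse, colored by litter. The OSM-treated samples have the lower mean for all 5 genes, and the points of both groups overlap for Pdgfrb, Lrp1 and Pld2.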

The heatmap visualizes leading-edge genes known for their impact on angiogenesis, including *PDGFRB* or *LRP1*, which were downregulated in response to OSM injection 5 days before at P12 (Fig. 6C).

As the gene set of “actin filament-based process” (GO:0030029) showed a strong depletion in our in vivo and in vitro datasets, we wanted to take a more detailed look at the genes contributing to this depletion in OSM-injected eyes (Fig. 6D). 

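Fat1 encodes a protocadherin (ENSMUSG00000070047, chromosome 8, 45388302 to 45505294). It had 2.30 ± 2.98 normalized counts (SD, n = 5) in OSM-treated samples, with 0 to 6 reads per mouse, and 96.0 ± 52.1 (SD, n = 6) in PBS-treated samples, with 31 to 135 reads. Each OSM-treated sample was below each PBS-treated sample. The log2 fold change was -6.05 (SE 1.83, adjusted p = 0.955), and it depends on counts near 0 in the OSM-treated samples. DESeq2's Wald test called Fat1 with litter as a term (adjusted p = 5.94e-06) and without it (adjusted p = 4.51e-07), whereas its adjusted p over the other alternatives was up to 1. From Fig. 6E, 9 genes of the actin filament-based process, Fat1 among them, were tested as a list. All 9 were lower after OSM, with a median log2 fold change of -0.91 and Racgap1 changing least, at -0.56 (camera, adjusted p = 7.63e-13). Coro1a, which encodes coronin 1A, had a log2 fold change of -1.37 (SE 0.29), and Rgs4 had -1.73. Over all genes tested, 0 of the 9 were called, 8 had an unadjusted p under 0.05, and 7 were called when adjusted over this list alone. The paper picked these genes as leading-edge genes in the same samples, so the p of the list is not independent evidence.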

Again, the top 10 genes in this GSEA presented downregulation of prominent members responsible for the control of the actin cytoskeleton in OSM samples such as FAT1, which was also a key member in the in vitro analysis (Fig. 6E). Because one prominent reason for the development of neovascularization in the OIR model is the dysregulated formation of tip and stalk endothelial cells,^47^ we further investigated whether any changes in the Notch pathway, a major regulator of tip/stalk cell differentiation, might be present 5 days after OSM treatment.^47^ 

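Of the mouse Reactome set of signaling by NOTCH, 71 genes were tested, 42 lower and 29 higher in OSM-treated samples, with a median log2 fold change of -0.030 (camera, adjusted p = 0.753). By fgsea, which permutes genes and not mice, its NES was 0.81 (adjusted p = 0.852 over the 8 sets tested), and the NES was between -0.98 and 1.17 without 1 mouse at a time. Notch1 (ENSMUSG00000026923, chromosome 2, 26347915 to 26406675) had 6904 ± 1767 normalized counts (SD, n = 5) after OSM and 7713 ± 2253 (SD, n = 6) after PBS, a log2 fold change of -0.13 (SE 0.21, adjusted p = 1). Jag1 (ENSMUSG00000027276, chromosome 2, 136923373 to 136958693) had 3405 ± 568 (SD, n = 5) and 4516 ± 1622 (SD, n = 6) normalized counts, a log2 fold change of -0.30 (SE 0.22, adjusted p = 1). Its log2 difference was -0.23 in litter 1, 0.18 in litter 2 and -0.98 in litter 3. Dll4 (ENSMUSG00000027314, chromosome 2, 119156170 to 119166443) had 11191 ± 2109 (SD, n = 5) and 10958 ± 2417 (SD, n = 6) normalized counts, a log2 fold change of -0.02 (SE 0.13, adjusted p = 1). The sign of Dll4's log2 fold change was positive in some alternatives, among them the model without litter (0.027).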

Again using GSEA, we identified no significant enrichment (Supplementary Fig. S4A), whereas the expression of major genes involved in the regulation of correct tip and stalk cell formation, such as *NOTCH1*, *JAG1*, and *DLL*,^47^^,^^48^ was also not changed (Supplementary Fig. S4B).

We then aimed to expand the RNA sequencing analysis to include molecular processes using the Reactome database for GSEA. A closer look at the five most enriched and depleted pathways according to the adjusted *P* values revealed that influence on the mitotic cell cycle was predominantly represented by depletion of cell cycle-associated Reactome Terms, as for example “cell cycle” (R-HSA-1640170), by a NES of –1.67 (Fig. 7A). 

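For GSEA, 15364 genes with a mean above 10 counts were ranked by shrunken DESeq2 log2 fold changes and tested with fgsea against the mouse Reactome sets that come with this package. The cell cycle set had an NES of -1.73 (457 genes, adjusted p = 2.74e-08) and the mitotic cell cycle set -1.72 (388 genes, adjusted p = 3.76e-07). The set of eukaryotic translation elongation had an NES of 2.75 (88 genes, adjusted p = 1.19e-16). Over the alternatives, the NES of the cell cycle set was between -1.89 and -1.55. Camera, which takes the spread between mice into account, gave the cell cycle set a median log2 fold change of -0.069, with 272 genes lower and 194 higher (adjusted p = 0.0561 over the 8 sets), where the median of all genes tested was -0.014. When litter was left out of the model, the cell cycle set passed the threshold (median -0.083, adjusted p = 0.0202 from camera). With litter kept, the set did not pass under an estimated correlation (adjusted p = 0.213 from camera) or under fry (adjusted p = 0.0929). Translation elongation had a median of 0.16 with 84 of 93 genes higher (camera, adjusted p = 1.25e-08). This call did not hold under an estimated correlation (adjusted p = 0.218 from camera) or under fry (adjusted p = 0.0935). The leading-edge genes of Supplementary Table 11 for the cell cycle gave 158 tested genes, all lower, with a median of -0.45, a list chosen by the paper on the same samples. Of these, 0 were called over all genes tested or adjusted over the list alone, and 25 had an unadjusted p under 0.05.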

Looking closer at this Reactome pathway (Fig. 7B) and its leading-edge genes, we found that *PRKCB* was one of the 10 most influential genes. 

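Prkcb encodes protein kinase C beta (ENSMUSG00000052889, chromosome 7, 121887974 to 122233625). It had 101 ± 112 normalized counts (SD, n = 5) in OSM-treated samples and 587 ± 198 (SD, n = 6) in PBS-treated samples, a log2 fold change of -2.68 (SE 0.72, adjusted p = 0.955). Within litters, the log2 difference was -2.20 in litter 1, -2.62 in litter 2 and -5.46 in litter 3, and each OSM-treated sample was below each PBS-treated sample. Prkcb was called by DESeq2's Wald test (adjusted p = 0.00435), by the same test without litter (adjusted p = 0.0139) and by edgeR without a filter on low counts (adjusted p = 0.0152). Over the other alternatives its adjusted p was up to 1.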

Another gene among the top 10 leading-edge genes was *PLD2*, which is a prominent guanine nucleotide exchange factor^49^ (Fig. 7C). 

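Pld2 encodes phospholipase D2 (ENSMUSG00000020828, chromosome 11, 70430857 to 70448938). It had 1112 ± 301 normalized counts (SD, n = 5) in OSM-treated samples and 2033 ± 781 (SD, n = 6) in PBS-treated samples, a log2 fold change of -0.89 (SE 0.23, adjusted p = 0.955). The log2 difference was -1.04 in litter 1, -1.18 in litter 2 and -0.25 in litter 3. Mouse 2 had 1643 normalized counts, and the other OSM-treated samples had at most 1036. Pld2 was called by DESeq2's Wald test (adjusted p = 0.0292) and by edgeR without a filter on low counts (adjusted p = 0.0380), with adjusted p up to 1 over the other alternatives. Fig. 7C shows Pld2 and Prkcb with Senp1, Nuf2, Zap70, Rbbp6, Incenp, Lmnb1, Dsn1 and Spc25 as leading-edge genes. All 10 were lower after OSM, with a median log2 fold change of -0.91 and Lmnb1 changing least, at -0.62 (camera, adjusted p = 7.63e-13). An unadjusted p under 0.05 was reached by 10 of 10, as many as were called when adjusted over the list alone, and 0 were called over all genes tested. The paper picked these genes as leading-edge genes in the same samples, so the p of the list is not independent evidence.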

All details, including all leading-edge genes, can be found in Supplementary Tables S10 and S11.

**Figure 7.**
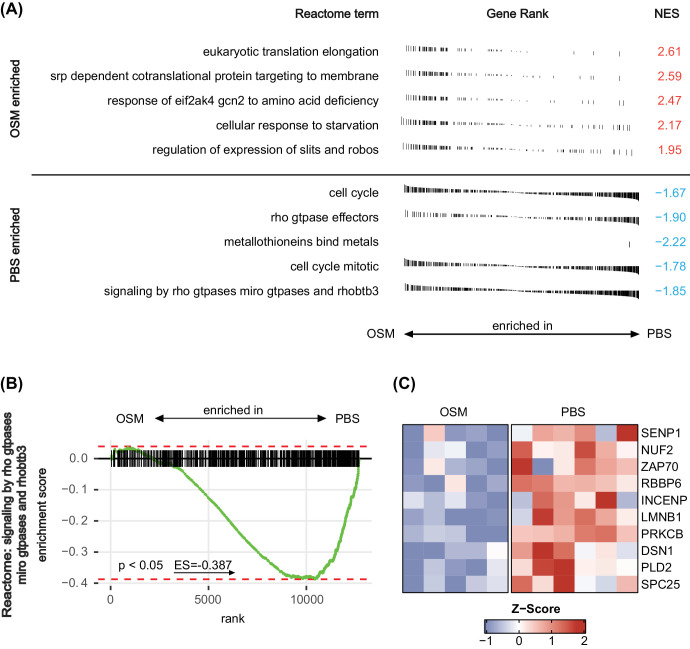
Reactome analysis of the sequencing data from retinal vascular endothelial cells of OSM- versus PBS-treated eyes. (**A**) Summary of GSEA results of the five most enriched Reactome terms sorted by their adjusted *P* values. A positive NES indicates enrichment in the OSM-treated group, whereas negative scores indicate enrichment in PBS-treated samples. (**B**) GSEA for the Reactome term “signaling by Rho GTPases, Miro GTPases and RHOBTB3” (R-HSA-9716542) using shrunken log_2_ fold changes for ordering genes. A positive enrichment score indicates enrichment in OSM samples. (**C**) Heatmap of 10 leading-edge genes of the GSEA from the Reactome term “signaling by Rho GTPases, Miro GTPases and RHOBTB3” visualizing their expression in OSM-treated samples in comparison to PBS-treated samples using the *Z*-score.

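With 1 mouse left out at a time, the median log2 fold change of the whole cell cycle set by camera stayed between -0.082 and -0.041, with an adjusted p from 0.0191 to 0.157. The median was between -1.13 and -0.76 for the 9 actin genes of Fig. 6E, between -1.07 and -0.80 for the genes of Fig. 7C and between -0.55 and -0.45 for the listed leading-edge genes of the mitotic cell cycle. The paper picked these 3 groups of genes as lower in the same 11 mice, so that a median below 0 in any 10 of them is nearly fixed by the choice and is no evidence of stability. From the RNA sequencing data of the sorted cells, the paper concludes that OSM can lastingly change how active endothelial cells are in angiogenesis.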

In summary, the RNA sequencing data obtained from sorted retinal vascular endothelial cells following OSM treatment at P12 affirm the capacity of OSM to induce lasting changes in the angiogenic activity of endothelial cells.

## Discussion

For cytokines of the IL-6 family, divergent and even contradictory angiomodulatory effects have been reported.^17^ In the case of OSM, we and other researchers have observed pro-angiogenic effects on vascular endothelial cells in vitro*.*^17^^,^^42^ RNA sequencing analysis in the in vitro part of this study underlined the relevance of STAT3 signaling and STAT3 targets (e.g., SOCS3) to the signaling process. The in vivo part of this project revealed that OSM can exert different nuanced regulatory effects in more complex multicellular systems such as the retina. Although OSM acts as a strong pro-angiogenic agent on vascular endothelial cells in vitro, its angiomodulatory effect in the retina seems to be determined by activating Müller cells to reduce NV and VO.

Interestingly, earlier studies on CNTF yielded comparable results for OSM in in vivo angiogenesis models,^13^ including activation of the STAT3 signaling pathway in vascular endothelial cells and Müller cells, which correlated with a strong reduction of retinal neovascularization.^14^ In vitro*,* CNTF and OSM induce similar changes in the Müller cell secretome, including upregulation of CXCL10. We previously established CXCL10 as an antiangiogenic agent both in vitro and in vivo in different mouse models of vasoproliferative eye diseases as the VLDR or laser choroidal neovascularization (CNV) model.^14^ Beyond the eye, CXCL10 is well known for reducing angiogenesis in sarcoma,^50^ after spinal cord injury,^51^ or in the heart,^52^ suggesting that CXCL10 could be a noteworthy candidate for further research concerning vasoproliferative eye diseases.

In the OIR model, OSM was able to reduce not only NV but also VO. This observed pattern aligns with findings from our earlier investigations involving CNTF^13^ and appears to be a frequent phenomenon in the OIR model. For example, the injection of IL-12,^53^ application of OTX008 as a small molecular inhibitor,^54^ or utilization of the licensed anti-VEGF treatment option Conbercept^55^ resulted in the same changes in the OIR phenotype. The molecular processes underlying this angiomodulatory phenotype remain inadequately understood, and the question persists whether it is a phenomenon specific to the OIR model or the manifestation of a more intricate mechanism inherent to these agents. As Müller cell activation was observed in response to both IL-6 family cytokines CNTF and OSM, these cells might play a central role in mediating vascular changes. Müller cells are known to be a major source of pro- as well as anti-angiogenic cytokines,^56^ including pigment epithelium-derived factor (PEDF)^57^ or CXCL10.^14^ Furthermore, direct cell–cell interactions through connexins and gap junctions represent another way of communication between Müller cells and retinal vascular endothelial cells.^58^^,^^59^ Further experiments including single-cell RNA sequencing or conditional knock-out mouse models could shed more light on the complex effect of OSM on the interplay of Müller cells and vascular endothelial cells in the context of the OIR model. Despite significant limitations of in vitro settings, particularly due to cultivation-induced changes in Müller cells,^60^ co-culture experiments may represent a different approach to study OSM-driven molecular interactions of Müller cells and vascular endothelial cells in more detail.

Our immunohistochemical staining with prominent pSTAT3 labeling in the GCL as well as INL suggests that multiple cell types respond to OSM following intravitreal injection. Among those, Müller cells could be identified as an important cell population shaping the effect of OSM on the retina. In the INL, nuclei of amacrine cells, horizontal cells, or macrophages/microglia are also localized. The GCL harbors ganglion cells and vascular endothelial cells. The impact of those cell types on the angiomodulatory effect of OSM currently remains elusive. Single-cell RNA sequencing would help to better understand and showcase their role. However, small cell populations such as retinal vascular endothelial cells are often insufficiently represented in these analyses. We do believe that characterizing transcriptomic changes in vascular endothelial cells as the effector cells for retinal vasoproliferative disease represents a valuable first approach to unraveling differences in the effects of OSM in vitro and in vivo.

One significant distinction between in vitro and in vivo settings for investigating angiogenesis lies in the more intricate hierarchy of tip and stalk cells formed by vascular endothelial cells in vivo*.*^48^ According to recent literature, a primary cause for the formation of NV is the dysregulated development of these hierarchies due to Notch signaling.^47^ 

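A list of 12 markers of tip cells and neovascular tufts written beforehand, 2 of which are also in the paper's leading-edge lists, had 9 genes lower and 3 higher in OSM-treated samples. Its median log2 fold change was -0.11 (camera, adjusted p = 0.220 over the 10 marker lists). With litters 1 and 3 only, the median was -0.17 (camera, adjusted p = 0.0148), and with litters 2 and 3 only it was 0.038. For 16 pan-endothelial markers, the median was 0.018, with 7 lower and 9 higher (camera, adjusted p = 0.464).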

In our RNA sequencing data OSM injection at P12 did not affect any signaling patterns related to tip/stalk cell formation at P17. However, in a bulk RNA sequencing approach that includes all vascular endothelial cells, the background noise might be too high to distinguish these effects. Furthermore, sequencing at an earlier time point, such as P13, could also yield distinct data, as our observations at P17 primarily capture the long-term alterations induced by OSM treatment, contrasting with the acute shifts immediately after treatment.

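Across genes, the Pearson correlation of log2 CPM between the libraries of 2 mice was 0.868 to 0.904 for the 15 pairs of the same litter and 0.858 to 0.900 for the 40 pairs of different litters. Genes are not independent replicates, so these values carry no test.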

Regarding the interpretation of our study results, certain limitations should be considered: The sequencing data indicate a significant level of variability between individual samples (Fig. 5D). This may be attributed to the relatively small cell number of retinal vascular endothelial cells isolated from OIR retinas as well as other confounding parameters such as variability of intravitreal injections, independent OIR experiments,^61^^,^^62^ and the genetic diversity of mice. Furthermore, the time point of sampling 5 days after treatment may represent another source of variability. Earlier time points such as OIR P14 might have revealed stronger transcriptomic shifts due to a shorter interval to injection. However, OIR P17 was chosen deliberately as it represents the time point of maximum NV in the OIR model,^63^ implicating a culmination of the effect of OSM on vascular endothelial cells. Furthermore, comparison of STAT3 activation patterns in vitro^17^ and in vivo indicated a delayed STAT3 activation pattern in vivo with significant activation at 12 hours after injection, whereas the pSTAT3 signal declined in vitro after 1 hour. Later time points for RNA sequencing analysis for in vivo samples thus appeared to be more appropriate. To better understand the complex effects of OSM on vascular endothelial cells in vivo in comparison to in vitro, a time-course experiment at P13, P14, P17, and P21 would help to distinguish early most likely direct effects on vascular endothelial cells from long-lasting effects that integrate changes induced by other cell types at P17. The observed enrichment of pathways and gene shifts measured in this study should therefore be interpreted not as the acute impact of OSM but rather as its long-term influence on the pathophysiological process of NV formation. Unfortunately, in vivo time-course experiments are challenging due to high RNA sequencing costs, whereas low RNA yields from sorted retinal cell types limit standard qPCR analysis.

In summary, this study indicates that angiomodulatory agents such as OSM may have unexpected and sometimes contradictory effects in vivo compared to in vitro depending on the cell types affected in a complex multicellular system such as the retina. OSM has a beneficial angiomodulatory effect on retinal angiogenesis, with Müller cells serving as essential elements in vascular homeostasis.

## Supplementary Material

Supplement 1

Supplement 2

Supplement 3

Supplement 4

# Supplementary material for: Oncostatin M Reduces Pathological Neovascularization in the Retina Through Müller Cell Activation
**Source:** Invest Ophthalmol Vis Sci. 2024 Jan 8;65(1):22. doi: 10.1167/iovs.65.1.22

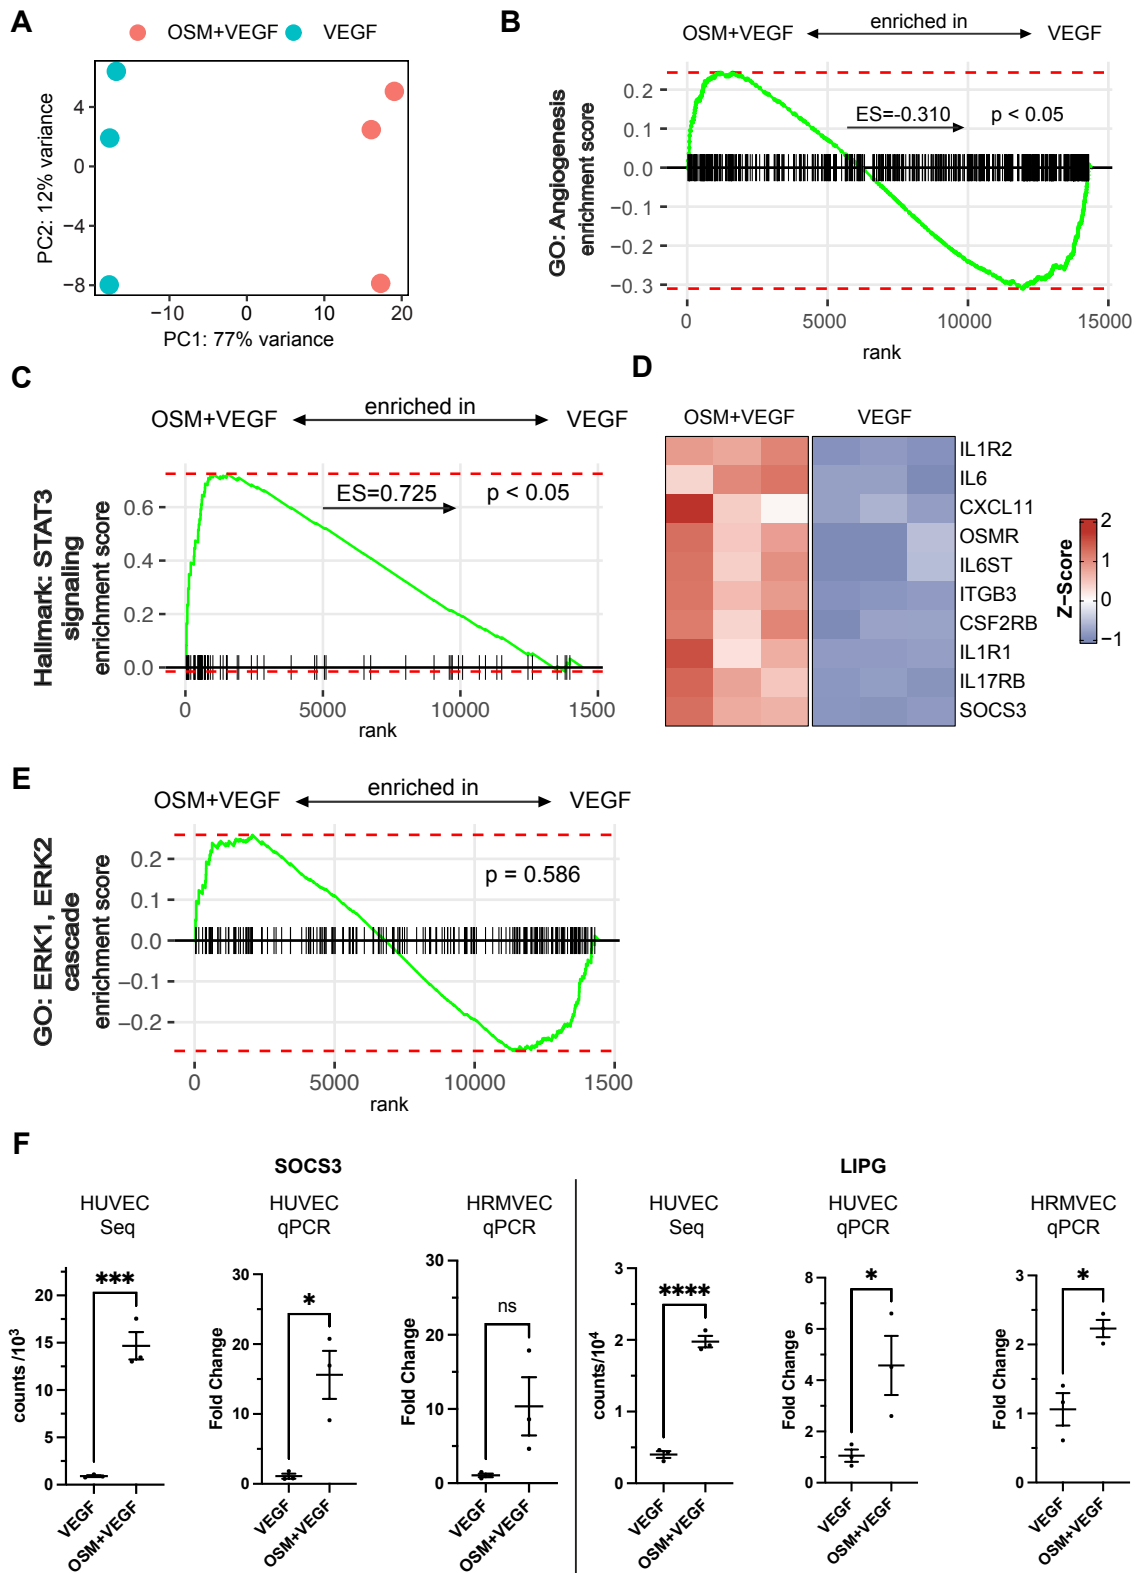

**Supplemental Figure S1: Supplemental data of the *in vitro* RNA sequencing. (A)**

Principal component analysis of the RNA sequencing data between OSM+VEGF and

VEGF stimulated HUVECs. **(B)** GSEA of RNA sequencing data for the GO term “Angiogenesis” (GO:0001525) between OSM+VEGF and VEGF stimulated HUVECs. A positive enrichment score refers to enrichment of the specific set for OSM+VEGF incubated HUVECs in contrast to cells just stimulated by VEGF. **(C)** GSEA of RNA sequencing data for the Hallmark “IL6 Jak Stat3 signaling” gene set between OSM+VEGF and VEGF stimulated HUVECs. A positive enrichment score refers to enrichment of the specific set for OSM+VEGF incubated HUVECs in contrast to cells just stimulated by VEGF. **(D)** Heatmap of 10 leading edge genes of the GSEA Hallmark “IL6 Jak Stat3 signaling” gene set visualizing their expression in OSM+VEGF treated samples in comparison to VEGF samples using the Z-score. **(E)** GSEA of RNA sequencing data for the GO term “ERK1 and ERK2 cascade” (GO:0070371) between OSM+VEGF and VEGF stimulated HUVECs. A positive enrichment score refers to enrichment of the specific set for OSM+VEGF incubated HUVECs in contrast to cells just stimulated by VEGF. **(F)** Validation of selected RNA sequencing results by qPCR of HUVECs or HRMVECs stimulated for 24 h with VEGF or OSM+VEGF. Data represents samples from three independent experiments.

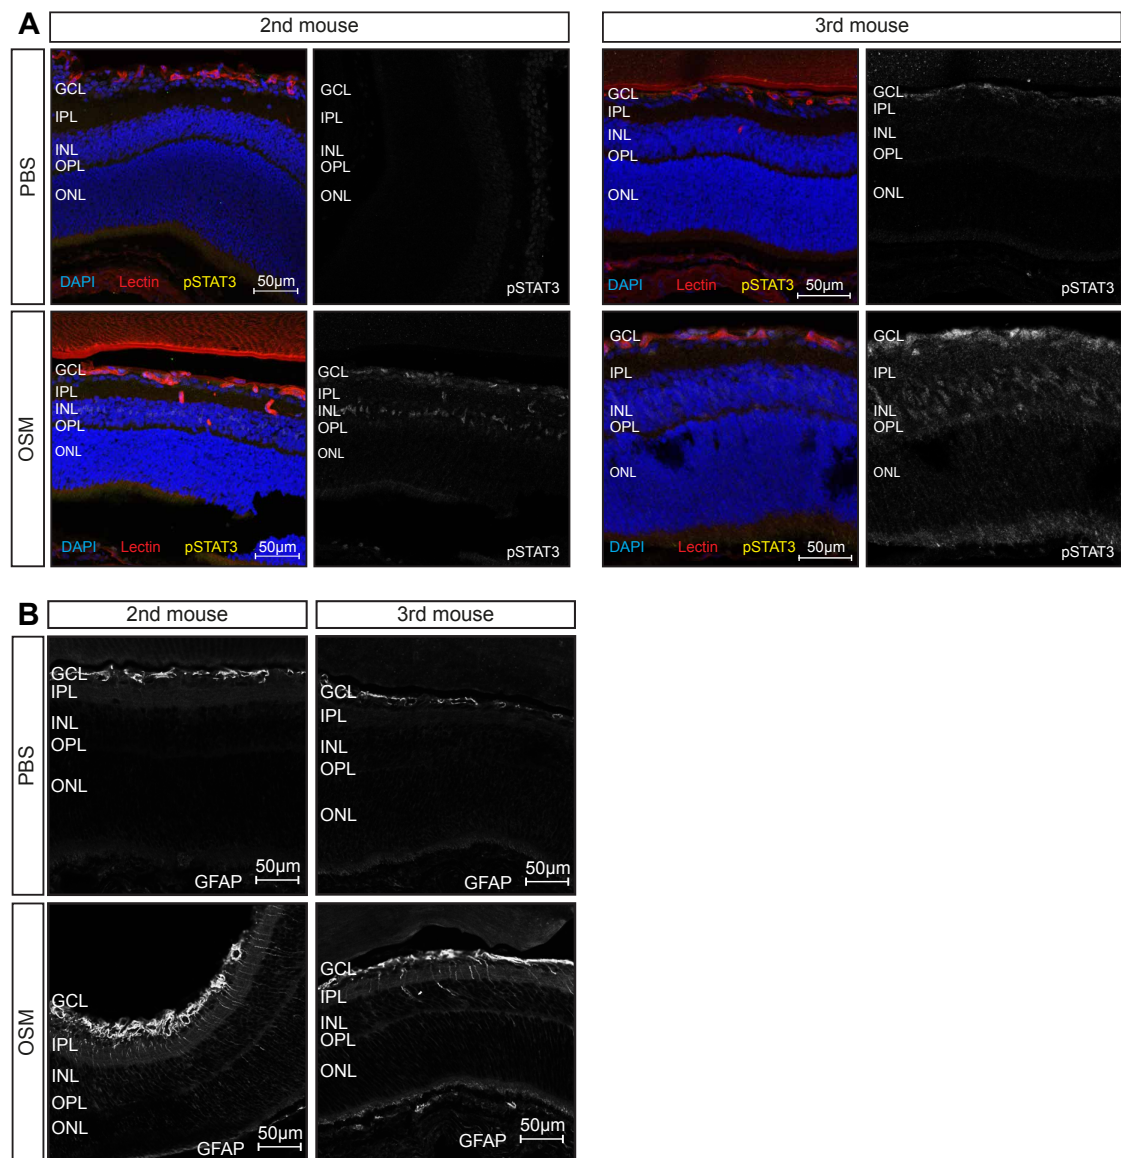

**Supplemental Figure S2: Müller cells respond to OSM *in vivo*.** (A) Representative images of retinal cryosections from non-transgenic mouse 2 and mouse 3 12 h after intravitreal injection with OSM or PBS control at OIR P12 stained for DAPI, lectin and pSTAT3. (B) Representative images of retinal cryosections from non-transgenic mouse 2 and mouse 3 12 h after intravitreal injection with OSM or PBS control at OIR P12.

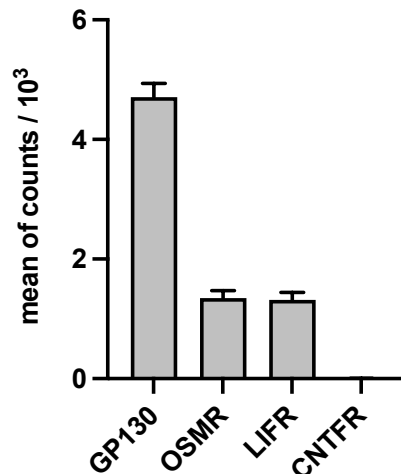

**Supplemental Figure S3: Sorted retinal vascular endothelial cells express all components of the OSM receptor complex.** Bar graphs visualizing the expression of gp130, OSMR, LIFR and CNTFR according to the sequencing data. Data are representative of all 11 samples.

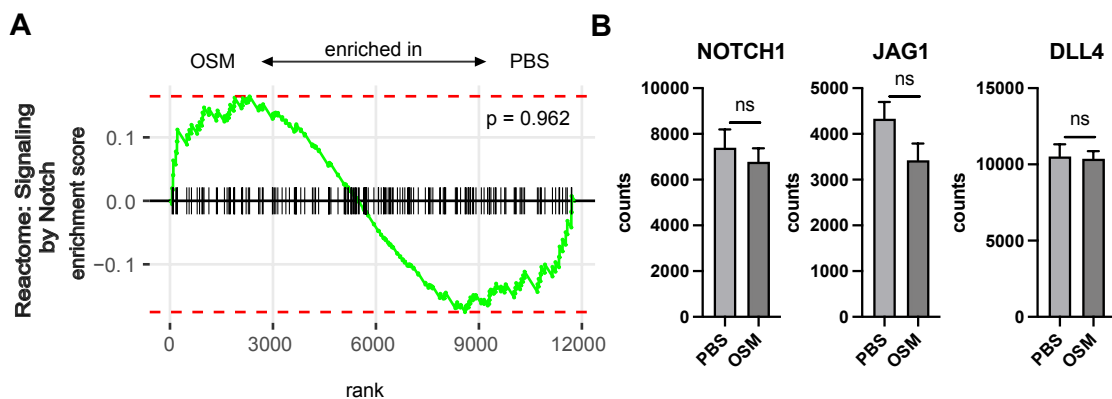

**Supplemental Figure S4: Notch signaling is not altered by OSM injection in sorted retinal vascular endothelial cells.** (A) GSEA for the Reactome pathway 'Signaling by NOTCH' (R-GGA-157118) using shrunken log2-fold changes for ordering genes. Positive enrichment score refers to enrichment in OSM-treated eyes. (B) Bar graphs visualizing the expression of different NOTCH related genes according

to their counts in the RNA sequencing data set of sorted retinal vascular endothelial cells from the OIR model with or without intravitreal OSM injection at P12.

## Uncut Western Blots

### **Supplemental Figure S5:**

**(I)** pSTAT3 and pERK for mice from OIR 12 h or 24 h post P12 with or without OSM injection

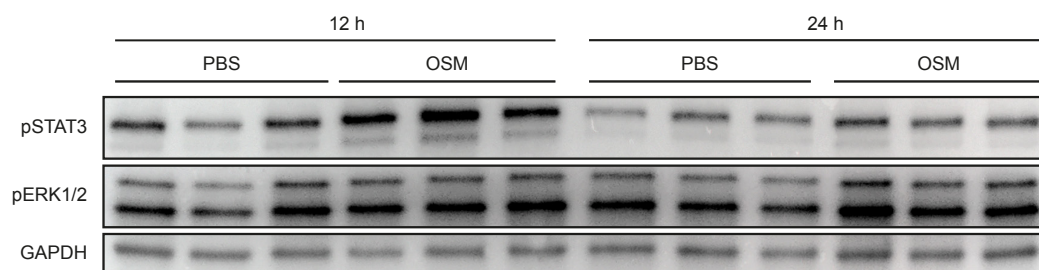

**(II)** STAT3 for mice from OIR 12 h or 24 h post P12 with or without OSM injection

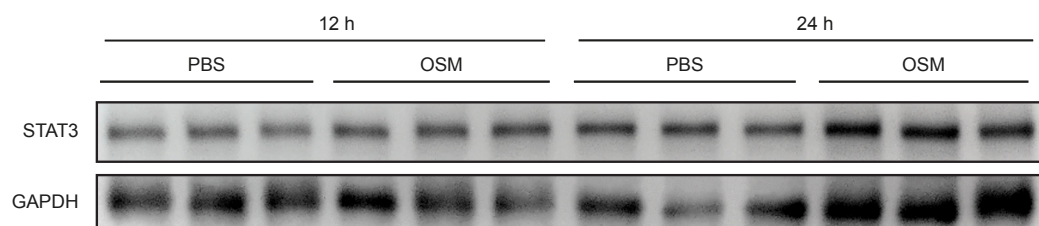

**(III)** ERK for mice from OIR 12 h or 24 h post P12 with or without OSM injection

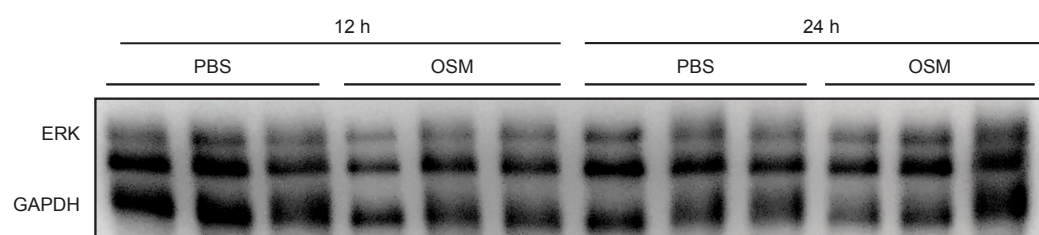

**(IV)** pSTAT3 for Müller cells with or without OSM stimulation

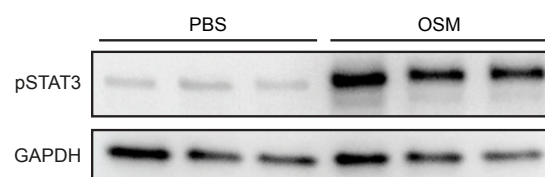

**(V)** STAT3 for Müller cells with or without OSM stimulation

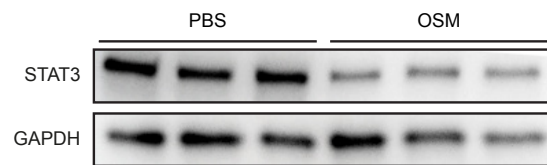

**(VI)** Angiogenesis Proteome Profiler n=2-3

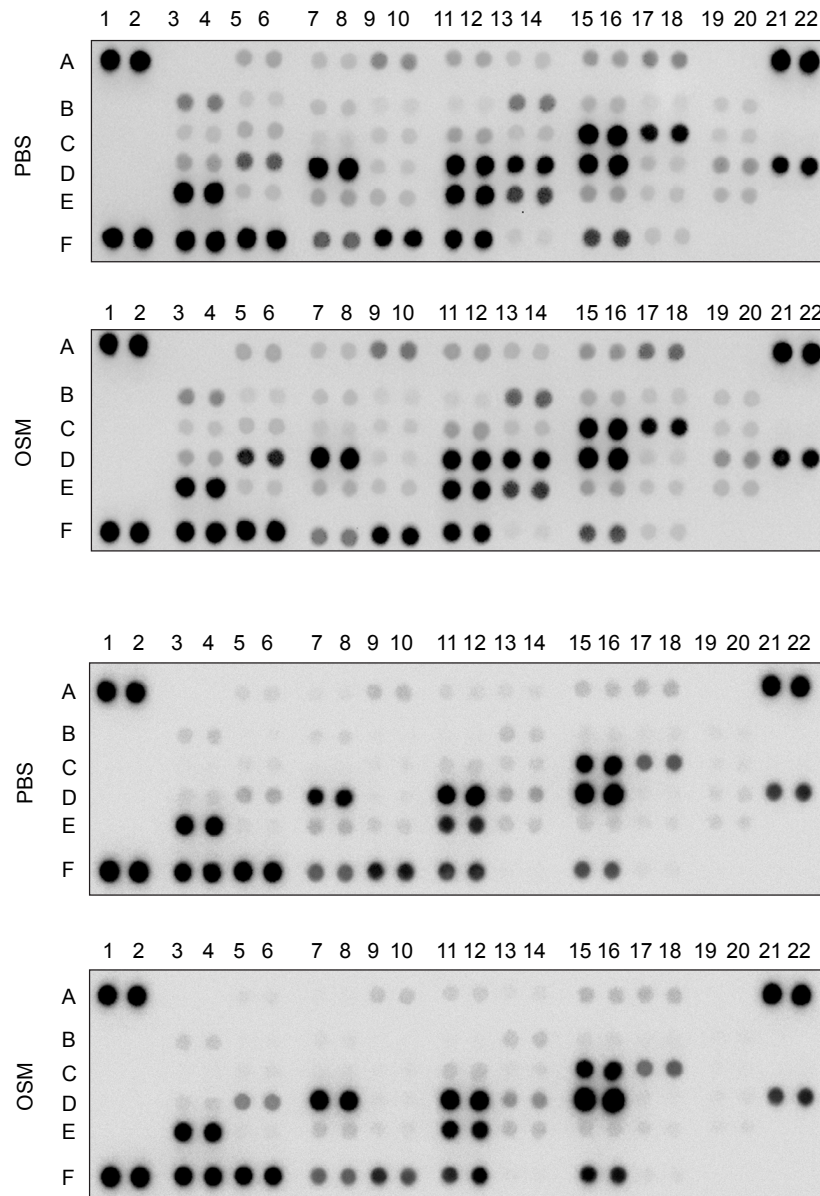

**Supplement:** Supplement 1

# Supplementary material for: Oncostatin M Reduces Pathological Neovascularization in the Retina Through Müller Cell Activation
**Source:** Invest Ophthalmol Vis Sci. 2024 Jan 8;65(1):22. doi: 10.1167/iovs.65.1.22
**Supplement:** Supplement 2

**Supplemental Table 1: Targets of the Proteome Profiler Angiogenesis Array kit and their coordinates.**

**Supplemental Table 2: Antibodies and their dilutions.**

**Supplemental Table 3: Primers used for RT-PCR and qPCR**

**Supplemental Table 4: RNA quality and sequencing depth of the *in vitro* RNA sequencing of HUVECs.**

**Supplemental Table 5: RNA quality and sequencing depth of the *in vivo* RNA sequencing of sorted murine retinal endothelial cells.**

**Supplemental Table 6: Detailed results of the top five enriched GO terms (biological processes) obtained from the GO enrichment analysis conducted on the *in vitro* RNA sequencing data. Enrichment refers to upregulation in OSM+VEGF vs VEGF controls.**

**Supplemental Table 7: Detailed results of the top five depleted GO terms (biological processes) obtained from the GO enrichment analysis conducted on the *in vitro* RNA sequencing data OSM+VEGF vs VEGF controls.**

**Supplemental Table 8: Detailed GSEA results of the top 5 most enriched GO biological processes in the *in vivo* RNA sequencing. Enrichment refers to upregulation in OSM injected samples in contrast to the PBS control.**

**Supplemental Table 9: Detailed GSEA results of the top 5 most depleted GO biological processes in the *in vivo* RNA sequencing. Depletion refers to downregulation in OSM injected samples in contrast to the PBS control.**

**Supplemental Table 10: Detailed GSEA results of the top 5 most enriched Reactome pathways in the *in vivo* RNA sequencing. Enrichment refers to upregulation in OSM injected samples in contrast to the PBS control.**

**Supplemental Table 11: Detailed GSEA results of the top 5 depleted Reactome pathways in the *in vivo* RNA sequencing. Depletion refers to downregulation in OSM injected samples in contrast to the PBS control.**

How the deposited data were processed for this re-analysis (not part of the article)

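Vascular endothelial cells positive for CD31 and negative for CD45 were sorted at P17 from the retinas of mice in the OIR model, injected at P12 with OSM (5 mice) or PBS (6 mice). Each sample pools both retinas of 1 mouse. The authors primed cDNA on poly(A) tails, amplified it by PCR, sequenced single reads, aligned them to GRCm39 with STAR and counted them on GENCODE genes with featureCounts. The counts deposited by the authors are whole numbers of reads per gene, without normalization, for 55359 genes in each of the 11 mice. Of these, 54749 are in the annotation used here (vM39) and 610 are not. All 55359 were kept, and the annotation gave symbols and positions only. The samples of the in vitro experiments were not analysed here.

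The sample labels assign mice to treatments and to 3 litters of 4, 4 and 3 mice, and the paper states that the samples come from 3 OIR experiments. Litter was therefore a term in every comparison, and a model without it was an alternative. As a check, libraries were correlated after the treatment means of each gene were removed. This removal lowers the correlation of mice with the same treatment, so litters were compared within each kind of pair. For mice with different treatments, the mean was 0.017 in the 10 pairs of the same litter and -0.0084 in the 20 pairs of different litters. For mice with the same treatment, it was -0.167 in 5 pairs and -0.232 in 20 pairs. No libraries were copies of one another: the lowest chi-square per gene between any pair, over genes with at least 20 reads, was 67.9.

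The total counts were 26697990 to 56033479 per mouse (median 32500202), and TMM factors were 0.972 to 1.02. Because reads without molecular identifiers are not independent molecules, precision was judged from the spread between mice and not from counting error.

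The main comparison between OSM and PBS used edgeR 4.0.16 in R 4.3.3: TMM normalization, filterByExpr with a count minimum of 10, which retained 17050 genes, a quasi-likelihood fit with robust estimation, and Benjamini-Hochberg adjustment with a threshold of 0.05. A call means an adjusted p under 0.05. Standard errors were derived from the log2 fold change and the quasi-likelihood F statistic. DESeq2 1.42.0 with a Wald test and the same terms, without a filter on low counts, was run as an alternative, because the paper used DESeq2. Its independent filtering was set to the level of 0.05, which matches the threshold. The level was chosen after a run at the package's default of 0.1 had been seen.

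Gene sets were tested with limma 3.58.1: camera at a preset inter-gene correlation of 0.01 on log2 CPM with a prior count of 2, with an estimated correlation and fry as alternatives. As in the paper, fgsea 1.28.0 was also run on shrunken DESeq2 log2 fold changes (type normal) of genes with a mean above 10 counts. The 8 Reactome sets tested, of which 6 are reported, were the mouse sets that come with fgsea, which is another version than the paper's. The GO sets were not used here. In their place, the leading-edge genes printed in the paper's figures and Supplementary Tables were tested as 10 lists. In addition, 10 marker lists of cell types and processes were written beforehand. P-values were adjusted within each of these 3 families. For PCA, litter was removed with removeBatchEffect, which the paper names. Variance stabilization and the restriction to the 500 most variable genes were chosen here. The paper names no transformation and no number of genes for PCA, but its legend of Fig. 5D refers to the whole transcriptome. Scores of marker lists were compared within litters by exact permutation over the 108 splits that keep the treatment numbers of each litter, two-sided, with adjustment over the 7 scores tested.

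The comparisons, main settings, marker lists, most alternatives and the rule for the genes named were set before the data were examined. The genes named are those the paper names for the in vivo sequencing, the genes of Figs. 6C, 6E and 7C (some of these genes are not reported here), genes it names for OSM signaling elsewhere, and the 10 largest changes among called genes with the same sign in each litter. The last part selected 0 genes, because none was called, and 846 had an unadjusted p under 0.05. Nol8, Alas2, Ppbp and the hemoglobin genes were singled out after their values were seen.

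The alternatives were: no litter term, DESeq2's size factors in edgeR, no filter on low counts, a mean above 10 counts, at least 10 counts in every mouse, no robust estimation, thinning of all libraries to the smallest, leaving out each mouse or each litter in turn, DESeq2 with and without litter, and for sets an estimated correlation, fry and removal of the trend of the statistics with gene length (lowess, span 0.3). Both restricted DESeq2 fits, on the genes that pass filterByExpr and on those with at least 10 counts in every mouse, were added after the data were seen.

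The tests were tried on simulated data with the design of this study, in which 200 genes were changed. The simulated changes were larger than those of most genes named here, so recovery of smaller changes was not measured. No litter effect was added, and the spread between mice was drawn from edgeR's own estimates. Only genes that pass filterByExpr were simulated, so the false calls do not show what the missing filter does to genes with reads in few mice. edgeR recovered 56.3% of the 190 changed genes it tested, and 93.6% of the 94 with less variation. Of its 109 calls, 1.83% were false. DESeq2 without a filter recovered 64.0% of 200 changed genes, and 50.2% of its 257 calls were false. To see how often other groupings give as much, mice were regrouped within litters, in 100 splits for edgeR and camera and 30 for DESeq2 and fgsea, the real one included. The number for DESeq2 was lowered to limit computing time, after a larger run had been seen.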

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

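The tests on hemoglobin transcripts as erythroid RNA were chosen after the result was seen. The tests on the number of genes detected in mouse 3 and the regrouping of mice were not. A sample was singled out when its gap to the nearest other sample of its group was large for the range of the group. Among the 52 groups of values examined, 5 held such a sample, where about 2.6 would by chance.

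OSM-treated mouse 9 had 56033479 counted reads, against 35478809 or fewer in the other OSM-treated samples. No explanation for this depth was tested, and no biological explanation is given by the design. With all libraries thinned to the smallest, edgeR called 0 genes and 837 had an unadjusted p under 0.05. Without mouse 9, the numbers were 0 and 705. Cntfr was also highest in mouse 9, at 42.6 normalized counts against 18.5 or fewer in the other OSM-treated samples. These values are scaled for library size, so the depth of mouse 9 does not raise them directly. The log2 fold change of Cntfr was 0.43 without mouse 9 and 0.57 with thinned libraries, and its level rests on 5 to 70 reads per mouse. No cause was tested.

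Pld2 was high in OSM-treated mouse 2, at 1643 normalized counts, against 1036 or fewer in the other OSM-treated samples. Without mouse 2, its log2 fold change was -0.99. No explanation was tested for this mouse.

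In PBS-treated mouse 3, 20898 genes had at least 1 read, against 16635 to 17697 in the other 10 mice. The excess lies in genes with few reads: 4529 genes had 1 to 3 reads in mouse 3, against 1905 to 2295 in the others, whereas 14002 had over 10 reads, against 13429 to 13974. Of the olfactory receptor genes, which are not markers of endothelial or other retinal cells, 197 had a read in mouse 3 and 16 to 47 in each of the others. Low-level genomic DNA or unspliced RNA in this library may explain the excess, a hypothesis that this count was chosen to test. RNA from other retinal cells stays open as the source. The median of the rod markers in mouse 3 was 4.17 log2 CPM, within the 2.87 to 7.78 of the other mice, and that of the glia markers was 2.34, within -4.09 to 4.57, but ranges this wide would hide a small share of such cells, and markers of other cell types were not examined for this mouse. Mouse 3 also held 28.5 normalized counts of Ptprc, from 22 reads, against 6.4 or fewer in the other PBS-treated samples. Whether those few reads share the source of the excess was not tested. No biological explanation was tested, since the design gives none for a single mouse. Without mouse 3, edgeR called 0 genes and 770 had an unadjusted p under 0.05.

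Hemoglobin transcripts were higher after OSM, which the paper's text does not discuss. The mean score of Hba-a1, Hba-a2, Hbb-bs, Hbb-bt and Alas2 was higher by 1.31 on the log2 scale within litters (exact permutation test, two-sided, p = 0.0185, adjusted p = 0.0648 over 7 scores), with differences of 1.17, 0.82 and 1.94 in litters 1, 2 and 3. With 108 splits, a score that alone reaches the smallest possible p (0.00926) has an adjusted p of 0.0648 over 7 scores, so an adjusted value above 0.05 says little here. Alas2 had a log2 fold change of 1.12 and Hbb-bs of 1.02. The list of erythroid and platelet markers, 8 of which were tested and 4 of which are in the paper's table of DEGs, had a median of 1.11 with 7 of 8 higher (camera, adjusted p = 1.04e-08, 0.0380 under an estimated correlation and 0.0122 under fry). It held 5 genes called when adjusted over the list alone and 0 over all genes tested. Its median was 0.82 without mouse 9, the largest change from leaving out a mouse, and 1.11 with thinned libraries, so depth does not account for it. In the splits of the mice within litters, 1 of 100, the real one, gave as small a p for this list. Each of the 5 genes of the score was higher in each litter (log2 differences of 0.61 to 2.38). More erythroid RNA among the sorted cells after OSM may be behind these values, but the score (1.31) is made of the pattern's own genes and cannot decide it. Of 13 other erythroid genes, listed before their values were looked up, 12 were in the annotation, 2 passed filterByExpr and none had over 21.6 normalized counts on average in either group, so red blood cells or their precursors as the source stay open. The platelet genes Pf4 and Itga2b did not rise in each litter (0.59 on average, exact permutation test, p = 0.389), so the platelet part is not shown. Hba-a1 and Hba-a2 are near-identical copies, which lowers their counts in every mouse. Whether these transcripts came with the sorting, from blood in the retina or from an effect of OSM cannot be decided from these samples, and a treatment effect stays open and untested.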

How the results depend on the processing

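No test in this part was chosen after the result was seen, apart from the level of DESeq2's independent filtering and the 2 restricted DESeq2 fits. Over 67 results, 1461 comparisons with an alternative were made, and 1341 kept their direction and their side of the threshold (or stayed within the spread). The number kept is no measure of stability. Leaving out a mouse cannot move the mean level of a gene beyond the spread between mice. The lists that the paper chose on these samples are also counted, and their direction was nearly fixed by that choice. Direction reversed in 46, 41 became stronger and 13 weaker, and in 20 a count or share of called genes moved. For the 21 named genes, 452 of 479 kept both, 19 reversed and 8 became stronger. Where no cause is given below, the cause was not tested.

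The number of genes called depended most on the test and the filter. edgeR called 0 genes with DESeq2's size factors (851 with an unadjusted p under 0.05), a mean above 10 counts (749), at least 10 counts in every mouse (526), no robust estimation (885), thinned libraries (837), each mouse left out (703 to 838) and each litter left out (554 to 915). Without a filter on low counts, it called 65 (13.5% of the paper's distinct genes). DESeq2 called 168 genes with litter (93.3%) and 88 without (30.7%). Restricted after the data were seen, it called 62 on the genes that pass filterByExpr (38.0%) and 16 on those with at least 10 counts in every mouse (9.82%). DESeq2 calls above an absolute log2 fold change of 15 cannot occur in these restricted fits in this number, since such genes have reads in 1 or 2 mice.

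On the replicate block, edgeR without litter called 0 genes, with 401 at an unadjusted p under 0.05 against 846 with litter. In that model Dll4 was at 0.027, Mueller glia markers at 0.045, microglia at 0.090, and the mitotic cell cycle and cell cycle sets both at -0.083 (adjusted p = 0.0202 from camera, now past the threshold). In DESeq2 without litter, Dll4 was at 0.023, Mueller glia at 0.0067 and microglia at 0.0085.

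Some results changed sign between subsets, among them microglia markers (-1.71 with all mice) and rod markers (0.60 with all mice), the latter past the threshold in the other direction. Without litter 1, Vwf was at -0.047, Stat3 at -0.094, microglia at 1.17 and tip cell markers at 0.038. Without litter 2, Gapdh was at -0.078, Il6st at -0.093 and rod markers at -0.69 (camera, adjusted p = 1.87e-04). Without litter 3, Lifr was at 0.17, Dll4 at 0.047, NOTCH signaling at 0.0056, Mueller glia at 0.038 and STAT3 targets at 0.036. With at least 10 counts in every mouse, Mueller glia were at 0.012 and microglia at 0.068, on fewer genes.

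By camera, the mitotic cell cycle and cell cycle sets passed the threshold without litter 2 (-0.096 and -0.099, 0.0379 each), with DESeq2's size factors (-0.077 and -0.076, 0.0490 each) and thinned libraries (-0.080 and -0.079, 0.0456 each). Their adjusted p over all alternatives was 0.0191 to 0.300.

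Under an estimated correlation, translation elongation (0.16, adjusted p = 0.218 from camera), SRP-dependent targeting (0.15, 0.218), mural markers (-0.69, 0.567), interferon-stimulated genes (0.80, 0.0627) and the paper's elongation genes (0.21, 0.134) lost the threshold. Under fry, elongation (0.16, 0.0935), SRP-dependent targeting (0.15, 0.0929) and mural markers (-0.69, 0.442) did. Mural markers also lost it without litter 1 (-0.64, 0.185).

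Some lists became stronger: rod markers without litter 3 (1.26, camera, adjusted p = 1.93e-06) and in DESeq2 with litter (0.59, 0.0328) and without it (1.31, 1.23e-06), Mueller glia without litter 1 (-0.47, 0.0348), microglia without litter 2 (-4.42, 0.0148) and tip cell markers without litter 2 (-0.17, 0.0148). The interferon alpha/beta set passed the threshold in DESeq2 (0.077, camera, adjusted p = 0.0414) and by fgsea with at least 10 counts in every mouse (NES 1.65, 0.0253) or the length trend removed (NES 1.54, 0.0340). The other changes were the 20 comparisons in which a count or share of called genes moved, given above in part, and 8 comparisons in which a gene became stronger, spread over the 4 genes Fat1, Prkcb, Pld2 and Lrp1.

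Along PC2, the difference was 2.89 with litter kept in the data and 10.5 with log2 CPM of the genes that pass filterByExpr, neither past the threshold.

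With each mouse left out in turn, the ranges were: Vwf -0.048 to 0.11, Gapdh -0.053 to 0.055, Lifr -0.46 to 0.17, Dll4 -0.12 to 0.056, Stat3 -0.032 to 0.077, mitotic cell cycle -0.088 to -0.042, cell cycle -0.082 to -0.041, NOTCH signaling -0.053 to 0.0087 (NES -0.98 to 1.17), rod markers 0.077 to 1.26, Mueller glia -1.07 to 0.065, microglia -3.57 to 0.023, pan-endothelial markers -0.024 to 0.063, tip cell markers -0.16 to 6.5e-05, STAT3 targets -0.083 to 0.036, interferon alpha/beta NES 1.24 to 1.80, and PC2 1.29 to 6.18. The cell cycle sets passed the threshold without mouse 2, 6, 8 or 10, and the interferon NES passed it without mouse 2, 3, 4, 6 or 9. Rod markers passed it without mouse 9 or 10 (1.26 and 0.72) and Mueller glia without mouse 2. For PC2, the exact permutation p was used here without adjustment over the 3 components. It rose above 0.05 without mouse 5 (difference of 1.29) or mouse 9 (2.95), and was 0.0238 without mouse 7.

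Depth limits Fat1 (0 to 6 reads per OSM-treated sample), Cntfr (5 to 70 reads) and Mt2 (3 to 37 reads).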

Differences from the paper's values

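No test in this part was chosen after the result was seen, apart from the level of DESeq2's independent filtering and the 2 restricted DESeq2 fits named as added. The paper reports 173 DEGs, of which 123 had an absolute log2 fold change above 1, 74 were upregulated, 99 were downregulated and 116 had over 25 reads on average. edgeR's quasi-likelihood test with litter as a term called 0 genes, so 0 of each kind, with 846 genes at an unadjusted p under 0.05.

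Of the alternatives set before the data were examined, DESeq2's Wald test with litter and treatment came nearest to the paper's numbers. It gave 168 called, 122 above 1, 74 higher, 94 lower and 107 with over 25 counts on average. Only the number higher equals the paper's, which counts rows, and the paper's table lists 71 distinct genes as higher. The paper's methods name DESeq2. The other alternatives were further from the paper's numbers: DESeq2 without litter called 88 (65 above 1, 23 higher, 65 lower, 59 over 25), edgeR without a filter on low counts called 65 (47 above 1, 26 higher, 39 lower, all 65 over 25), and the other edgeR alternatives, with each mouse or litter left out among them, called 0 (401 to 915 genes at an unadjusted p under 0.05). The fits added after the data were seen called 62 and 16, all of them in the paper's table.

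The paper's 173 is the number of rows in its table, and 10 of these repeat the gene of another. Of the 168 DESeq2 calls, 152 are in the table. A run at DESeq2's default filtering level of 0.1, seen before the level was set to 0.05, called as many genes as the table has distinct genes. It shared 157 of them, called 6 others and missed 6, and 65 of its calls were higher. For the 121 distinct genes with an absolute log2 fold change of at most 15, the DESeq2 value was within 1% of the paper's for all 121. Of the 42 genes above 15, 36 were called by DESeq2 here. Values in this part could differ widely, as for Adamts15 (21.5 in the paper, 2.05 here) and Cxcl9 (23.3 and 7.80).

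The paper lists Fat1, Prkcb and Pld2 among its DEGs and Lrp1 among downregulated genes, and edgeR called none of them (adjusted p = 0.955 for each). DESeq2's Wald test with litter called Fat1 (adjusted p = 5.94e-06), Prkcb (0.00435) and Pld2 (0.0292), and without litter Fat1 (4.51e-07) and Prkcb (0.0139). edgeR without a filter called Lrp1 (4.87e-04), Prkcb (0.0152) and Pld2 (0.0380). The log2 fold changes by edgeR, -6.05, -2.68 and -0.89, lie near the paper's -5.99, -2.69 and -0.90.

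The paper states that the sorted cells did not express Cntfr. Reads of Cntfr were found in all 11 mice, at 18.3 normalized counts on average and a log2 ratio to Gapdh of -10.49. The paper states that the cell cycle set was depleted. fgsea gave an NES of -1.73, against a depletion of the paper's size 1.67, whereas camera at the preset correlation gave an adjusted p of 0.0561. Camera called this set without the litter term, with DESeq2's size factors, with thinned libraries, with litters 1 and 3 only and without mouse 2, 6, 8 or 10. Neither camera with an estimated correlation (adjusted p = 0.213) nor fry (adjusted p = 0.0929) called the set. The paper states that angiogenesis genes including Pdgfrb were downregulated. Pdgfrb was lower in litters 1 and 3 but not in litter 2 (0.04), and no setting called it.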

Other observations

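The tests on reads from single libraries and on gene length were chosen after the results were seen, and the tests on mural cells after the fall of the mural markers was seen. The regrouping of mice within litters was set beforehand.

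Mice were regrouped within litters so that each litter kept its numbers of OSM-treated and PBS-treated samples. Of 30 such splits, 24 gave at least as many DESeq2 calls as the 168 of the real one, and the others had a median of 184 calls (135 to 242). Above an absolute log2 fold change of 15, the real split gave 52 calls and the others a median of 84 (38 to 100). At 15 or below, it gave 116, and the others a median of 101 (64 to 189). For edgeR, 16 of 100 splits gave as many genes with an unadjusted p under 0.05 as the 846 of the real one, the others having a median of 755 (643 to 1055). The others gave 0 to 1 genes with an adjusted p under 0.05. By either count, other groupings of these mice gave as many genes in a share above 0.05 of the splits.

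For sets of genes, 4 of 100 splits gave as many Reactome sets past the threshold by camera as the 4 of the real split. By fgsea, 2 of 30 splits gave as many as the real 6, and the others had a median of 2. As large a score of either sign for the cell cycle set was given by 2 of 30 splits (1.73 in the real one, a median of 1.15 and a range of 0.997 to 1.77 in the others). With the real split counted, a share of 2 in 30 is above 0.05. The other splits gave translation elongation scores of 0.49 to 2.94 (median 1.93).

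For single sets and lists, as small a camera p as the real one was given by 8 of 100 splits for translation elongation, 24 of 100 for the mural markers, 2 of 100 for the proliferation markers and 1 of 100 for the interferon-stimulated genes, where 1 is the real split alone. As scores within litters, the interferon-stimulated genes were higher by 0.76 (0.20, 0.85 and 1.22 in litters 1, 2 and 3; exact permutation test, p = 0.0278) and the proliferation markers lower by -0.48 (-0.57, -0.19 and -0.69; exact permutation test, p = 0.0185), with an adjusted p of 0.0648 for each by exact permutation over 7 scores, which a score that alone reached the smallest possible p (0.00926) would also have. Of these lists, 13 of 20 and 21 of 26 genes are also in the lists the paper drew from these samples. An effect of OSM on both programs may be one explanation that the regrouping (1 and 2 of 100 splits) leaves open, as a hypothesis found and tested on the same mice.

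The DESeq2 calls with an absolute log2 fold change above 15 numbered 52, and 51 of them had reads in 1 mouse, so that reads from single libraries may account for this part. Ppbp, which was picked out after its values were seen, had 170 reads in mouse 4 and none in the other mice, with a DESeq2 log2 fold change of -22.4 and adjusted p = 2.30e-09. The same explanation is argued against for most of the other 116 calls. A fold change of at most 15 does not in itself require reads in several mice. Adamts15, which was not called, had reads in 1 mouse and a DESeq2 log2 fold change of 2.05. The 116 calls had reads in at least 4 mice each, and the library with the most reads held a median of 21.9% of them. Of these calls, 67 had reads in all 11 mice and 4 drew most of their reads from 1 library, as did 56 of all 168. Of the 42 genes above 15 in the paper's table, mouse 9 held the most reads for 9, mouse 5 for 8, and mice 6 and 8 for 0.

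The mural cell markers, 18 of which were tested, had a median log2 fold change of -0.69 (16 lower, 2 higher; camera, adjusted p = 1.45e-04, 0.567 under an estimated correlation and 0.442 under fry, 0 called when adjusted over the list alone). Of the 20 on the list, 6 are also in the paper's lists. The 12 outside them differed by -0.72 within litters (exact permutation test, p = 0.278, adjusted p = 0.389), with -1.47, 0.70 and -1.38 in litters 1, 2 and 3. With the level of these markers as a covariate, the mean log2 fold change of Pdgfrb and Cspg4 went from -0.73 to -0.44. Fewer mural cells among the sorted cells could explain part of the fall of both genes, but this cannot be told apart from a change within the cells, since the markers themselves do not differ between groups beyond their spread. For the other 8 genes of Fig. 6C, the median went from -0.88 to -0.72, with 8 of 8 still lower and an unadjusted p under 0.05 in 4 in place of 7. The paper picked these genes as lower in these same samples, so whether mural cells have a part in their fall is left open.

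Genes of the translation elongation set are short, and a bias with gene length between libraries was tested. Once the trend of the statistics with length was removed, the set's adjusted p was 5.06e-12 by camera on ranked statistics, which argues against this bias. As given above, 8 of 100 splits of the mice gave as small a p for this set. The score of its 93 genes differed by 0.17 within litters (exact permutation test, p = 0.0648, adjusted p = 0.113).

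Other lists and genes showed the following. The 15 rod photoreceptor markers had a median log2 fold change of 0.60 (11 higher, 4 lower; camera, adjusted p = 0.375). As a score, they differed between groups by -0.24 within litters (exact permutation test, p = 0.815), with -0.15, 2.15 and -2.73 in litters 1, 2 and 3. The Mueller glia markers had a median log2 fold change of -0.38 (7 lower, 4 higher; camera, adjusted p = 0.218), the microglia and macrophage markers -1.71 (5 lower, 1 higher; adjusted p = 0.237), and the STAT3 targets -0.016 (7 lower, 7 higher; adjusted p = 0.464). Of these lists, 1 microglia and macrophage marker and 1 STAT3 target are also in the paper's lists. Socs3 had a log2 fold change of -0.46 (SE 0.22), Stat3 of 0.02 (SE 0.09), Mt1 of -0.46 (SE 0.39) and Mt2 of -1.09 (SE 1.27). Cxcl10 had 2.88 (SE 1.91) with reads in 6 mice and 1196 of them in mouse 9. Lipg had 0 reads. SRP-dependent targeting of proteins to the membrane had a median of 0.15 (97 of 112 genes higher; camera, adjusted p = 4.40e-08, 0.218 under an estimated correlation). For interferon alpha/beta signaling, with 12 genes tested, the median was 0.083 (8 higher; camera, adjusted p = 0.191) and the NES 1.55 (adjusted p = 0.0583). The leading-edge genes of translation elongation in Supplementary Table 10 had a median of 0.21 with 41 of 41 higher, 9 at an unadjusted p under 0.05 and 0 called over all genes tested or adjusted over the list alone.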
